# Patterns of host gene expression associated with harboring a foregut microbial community

**DOI:** 10.1186/s12864-017-4101-z

**Published:** 2017-09-06

**Authors:** Kevin D. Kohl, Kelly F. Oakeson, Diane Dunn, David K. Meyerholz, Colin Dale, Robert B. Weiss, M. Denise Dearing

**Keywords:** Host-microbe interactions, Herbivore, Woodrat

## Abstract

**Background:**

Harboring foregut microbial communities is considered a key innovation that allows herbivorous mammals to colonize new ecological niches. However, the functions of these chambers have only been well studied at the molecular level in ruminants. Here, we investigate gene expression in the foregut chamber of herbivorous rodents and ask whether these gene expression patterns are consistent with results in ruminants. We compared gene expression in foregut tissues of two rodent species: Stephen’s woodrat (*Neotoma stephensi*), which harbors a dense foregut microbial community, and the lab rat (*Rattus norvegicus*), which lacks such a community.

**Results:**

We found that woodrats have higher abundances of transcripts associated with smooth muscle processes, specifically a higher expression of the smoothelin-like 1 gene, which may assist in contractile properties of this tissue to retain food material in the foregut chamber. The expression of genes associated with keratinization and cornification exhibited a complex pattern of differences between the two species, suggesting distinct molecular mechanisms. Lab rats exhibited higher abundances of transcripts associated with immune function, likely to inhibit microbial growth in the foregut of this species.

**Conclusions:**

Some of our results were consistent with previous findings in ruminants (high expression of facilitative glucose transporters, lower expression of *B4galnt2*), suggestive of possible convergent evolution, while other results were unclear, and perhaps represent novel host-microbe interactions in rodents. Overall, our results suggest that harboring a foregut microbiota is associated with changes to the functions and host-microbe interactions of the foregut tissues.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-017-4101-z) contains supplementary material, which is available to authorized users.

## Background

Complex and intimate associations with fermentative gut microbes have been instrumental in the success of mammalian herbivores [1, 2]. In general, these associations take place in enlarged gut compartments that house both the symbiotic microbes and the food material being digested. The most notable of these, the rumen, can compose 10–25% of an animal’s body weight, and the microbes housed within can provide 50–80% of the daily energetic needs of the host [2]. In addition to ruminants, a number of other animals exhibit foregut fermentation, such as some macropod marsupials, nonhuman primates, and rodents [2]. Understanding the evolution and function of foregut fermentation chambers is of considerable interest to biologists, because of its key role in facilitating herbivory.

The phenotypic and functional variation observed between species is a consequence of differences in gene expression as well as gene content [3]. Changes in gene expression profiles associated with hosting foregut microbial communities have been studied in a number of ways. First, developmental studies have compared gene expression in rumen epithelial tissue from suckling animals (before the establishment of fermentation) to adults [4–6]. Additionally, others have compared gene expression in tissues from various gut chambers, such as the fermentative rumen versus the acid-producing abomasum [7]. However, the question of which changes in gene expression are associated with hosting a foregut microbial community has not been evaluated in a comparative sense. Furthermore, this question has only been investigated in ruminants, and thus studies into the foregut chambers of other mammals may reveal potential convergence in gene expression profiles.

Here, we compare gene expression profiles in the proximal stomach regions of two rodent species that differ in diet, stomach morphology, and density of associated microbes. Woodrats (*Neotoma* spp.) are small herbivorous rodents that inhabit North America, and exhibit a bilocular, or semi-segmented stomach morphology [8]. We have demonstrated that the foregut harbors a dense microbial community (~10^10^ live cells/g contents) and has high concentrations of short chain fatty acids (~200 mM), which is a signature of microbial fermentation [9]. Conversely, laboratory rats are omnivorous, have a single-chambered stomach with fewer microbial cells (10^3−^10^4^; [10] and much lower concentrations of short chain fatty acids (<5 mM; [11]. The rat foregut region is thought to be largely for food storage, as surgical removal of this section does not impact food digestion [12]. The foreguts of both species are nonglandular and lined by keratinized, stratified squamous epithelia [8]. The current study focuses on a comparative analysis of foregut gene expression in order to gain insight into host-microbe interactions in the woodrat foregut.

Comparing the gene expression profiles from the foregut regions of woodrats and lab rats should reveal genes associated with hosting a foregut microbial community that participates in fermentation of food. We generated several hypotheses based on previous research in ruminant herbivores. First, given the evolution of bilocular morphology of the woodrat foregut, and the importance of muscular function in the mixing and passage of food material in ruminants [13, 14], we predicted altered expression of genes involved in smooth muscle function in the control of gastrointestinal motility. Second, the rumen of ruminants and foreguts of rats are both lined by keratinized, stratified squamous epithelium. In the rumen, tissues exhibit high levels of expression of genes in the mammalian epidermal development complex [7]; thus we predicted altered expression of genes associated with epidermal development and differentiation in woodrats compared to the lab rat foregut. Third, post-weaning development of the fermentative rumen coincides with increased expression of genes associated with fatty acid oxidation and ketogenesis [4–6]. Given the high concentration of short chain fatty acids in the woodrat foregut, we also predicted that this tissue would have higher expression of genes associated with fatty acid oxidation and ketogenesis. Fourth, post-weaning development of the rumen also produces significant changes in the expression of several solute carrier (*Slc*) genes, such as increases in the expression of transporters for glucose and urea [4, 6]. Therefore, we hypothesized that woodrats and lab rats would exhibit differential expression of *Slc* genes. Finally, we used untargeted techniques to investigate the data for differential abundances in other biological functions. Together, these approaches highlight convergent and divergent gene expression profiles associated with hosting a foregut microbial community.

## Methods

### Animals and tissue collection

Stephen’s woodrats (*Neotoma stephensi*) were collected near Wupatki National Monument, AZ, USA (35°30′ N, 111°27′ W) in October 2013. Woodrats were fed juniper foliage (*Juniperus monosperma*) during transport to the laboratory, for one evening in the laboratory, and were dissected the next day. Sprague Dawley lab rats were purchased from Harlan Laboratories (Madison, WI, USA), and individually housed in the open top cages in a room shared with woodrats (*Neotoma* spp., in separate open top cages). Lab rats were maintained in these conditions for ~6 months, being fed standard rat chow (Harlan Teklad formula 2018). While lab rats and woodrats were fed different diets in this experiment, the diets represent their natural foods. All animals used in our experiment were females (3 for each species). Lab rats used in this experiment were virgins; we do not know whether this was the case for wild-caught woodrats. All animals were euthanized with isoflurane. We collected a small section of the fornix ventricularis of the stomach (or the fundus of the stomach), which was immediately rinsed in ice-cold physiological saline buffer and placed in RNAlater solution. After 24 h, the RNAlater solution was removed and tissues were frozen at −80 °C.

### Library generation and RNA-Seq

Total RNA from each animal was isolated from frozen tissue samples using Qiagen RNeasy kit according to manufacturer instructions (Qiagen, Valencia, CA). An amount of 1.0 μg of total RNA from each animal was used to construct strand-specific, paired-end sequencing libraries from polyA-containing mRNA molecules using the Illumina TruSeq Stranded mRNA sample Preparation Kit (Illumina, Inc., San Diego, CA). Individual libraries were multiplexed and sequenced on a single lane of an Illumina HiSeq 2000 platform generating ~84 million total paired-end reads of 101 bp in length. Read quality and duplication levels were evaluated with the FastQC tool (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). The average Phred value of trimmed Fastq sequence was 38, and the level of de-duplicated reads was in the expected range (34.4% to 42.3%) for a moderate level of rRNA and repeat reads from a total RNA library. Paired-end reads were quality filtered and trimmed using Trimmomatic [15] and the subsequent overlapping paired-end reads were merged using FLASH [16], which aligned ~90% of the read pairs into single, directional reads; the average insert size of the libraries was 139 bp, (SD = 3 bp.). These composite reads were merged with the forward reads from the remaining unmerged read pairs, resulting in ~46 million merged *N. stephensi* reads and ~37 million *R. norvegicus* reads. All reads have been uploaded to the NCBI Gene Expression Omnibus under accession GSE84381.

### A map and count pipeline using mouse CDS transcripts as the reference genome

Since de novo transcriptome assemblies are fragmented and incomplete, we chose first to align the composite reads from both *N. stephensi* and *R.norvegicus* to the protein-coding portion of the comprehensive gene annotation of *Mus musculus* from the GENCODE mouse C57BL6/J annotation project [17]. The coding transcripts from the M7 release of the GENCODE mouse genome annotation (gencode.vM7.pc_transcripts.fa) were formatted as a nucleotide database and Illumina reads were aligned using a fast version of the Smith-Waterman algorithm implemented in cross_match [18] with a -minscore parameter of 50 and a -masklevel parameter of 101 to allow reads to align to multiple transcripts. Total read counts were generated from read alignments to the correct strand per CDS region using custom Perl scripts that collapsed transcript level alignments (ENSMUST identifiers) to gene level alignments (ENSMUSG identifiers). Reads were assigned to a ENSMUSG gene identifier by their maximum cross_match alignment score, and reads that aligned to multiple genes with equivalent scores were evaluated for representation of paralogous genes, pseudogenes, overlapping genes and duplicate gene annotations. We excluded 519 ENSMUSG identifiers from the transcript database (Additional file 1: Table S1) based on cataloging multiple read alignments, and then re-evaluated the multiple read alignments to arrive at a final set of uniquely mapped read counts.

Multi-mapping reads for several key paralogous families encoding highly abundant transcripts relevant to epidermal differentiation were considered in a secondary analysis. In mammals, genes involved in the synthesis of the insoluble cornified envelope (CE) epithelial layer are found in a large gene cluster known as the epidermal differentiation complex or EDC; [7] that includes the Late Cornified Envelope Group I genes (*Lce1* gene symbols), the Late Cornified Envelope Group 3 genes (*Lce3* symbols), and the Cornifins, also known as small proline-rich region proteins (*Sprr1*, *Sprr2*, *Sprr3* and *Sprr4* families*)*. Keratins (all *Krt#* symbols) also occur in several large clusters of paralogous genes. Since cross-species mapping within these genes families is challenging due to gene duplications and homogenization within the EDC, we collapsed read counts to the family level for these genes. Differential gene expression analysis was performed on read counts using quasi-likelihood (QL F-test) methods in edgeR [19]. The tests for differential expression (DE) between experimental groups used the glmQLFTest function, and DE genes were identified at a false discovery rate (FDR) of 1%, using the Benjamini-Hochberg method for multiple testing correction.

### De novo transcriptome assembly

As no reference genome sequence exists for *Neotoma stephensi,* we used a novel de novo algorithm, *BinPacker* [20], to assemble a foregut reference transcriptome. The sequence input was 45,992,608 composite reads from the 3 *N. stephensi* foregut libraries, with default parameters for single-end, stranded reads, resulting in 44,311 putative transcripts with a median length of 332 bp, and a total length of 58.6 Mb. Assembled *N. stephensi* transcripts were used to validate the read counts generated by the Mouse CDS map and count pipeline.

### Testing a priori hypotheses

For smooth muscle genes, we used two transcriptome datasets from the mouse Smooth Muscle Cell Genome browser [21]. RNA-Seq Illumina reads were downloaded from the NCBI GEO database for mouse jejunum tissue (GSM1388412) and for sorted primary smooth muscle cells isolated from mouse jejunum tissue (GSM1388406).

To compare the representation of genes of various biological processes, we used the g:Cocoa tool within g:Profiler [22]. This tool compares gene lists and determines which biological functions are significantly enriched in those lists. The analysis can treat the gene lists as ordered, in which genes listed higher in the list are weighted more heavily [22]. The g:Cocoa tool also performs a custom multiple testing correction procedure, called g:SCS [23]. For our analysis we took the 1000 most differentially expressed genes from woodrats and lab rats, ordered from highest to lowest in terms of log_2_(fold change). We investigated all Biological Processes within Gene Ontology and used the default g:SCS multiple testing correction. For our a priori hypotheses, we investigated whether various Gene Ontology terms associated with (1) epidermal development and differentiation and (2) fatty acid oxidation and ketogenesis. Specific GO terms can be found in the Results section and Table 2.

Last, based on previous studies in ruminants, we were interested in differences in expression of solute carriers (*Slc*) genes. We determined the top five most differentially expressed *Slc* genes for each species, as determined by log(fold change), excluding mitochondrial transporters.

### Untargeted approach

We also wanted to compare expression using an untargeted approach to uncover other biological processes that may differ between the foreguts of woodrats and lab rats. First, we identified the top 10 differentially expressed genes in each species. We also used g:Cocoa to investigate other biological processes that are differentially enriched in the two gene lists (using the top 1000 most differentially expressed genes from each species as described above). We used the “moderate filtering” setting to select the most significantly enriched GO term within each parent term (since GO terms are hierarchical). We then sorted these by *P*-values, and present the 10 most highly enriched GO terms for both woodrats and lab rats.

### Histology

At the time of dissection, another section of the foregut stomach was prepared for histology by pinning the section to corkboard and then placing the pinned samples in glass vials containing 10% neutral-buffered formalin. Samples were shipped to the University of Iowa Comparative Pathology Laboratory for routine tissue processing, embedding, sectioning, and staining. Tissues were stained with 3,3′-diaminobenzidine (DAB) using a biotin-tagged *Dolichos biflorus* agglutinin (DBA) lectin. The DBA lectin binds to terminal, nonreducing N-acetylgalactosamine (GalNAc) residues produced by *B4galnt2* [24]. Additionally, we determined the relative muscle composition (muscularis mucosae, muscularis propria, and the sum of these two as an estimate of ‘total muscle’) of the foregut wall. For each tissue section, the area of each of these parameters was divided by the total area of the stomach wall to get a percentage of the total area.

## Results

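Foregut tissue from 3 wild-caught female Stephen's woodrats and 3 female Sprague Dawley lab rats was used, with 1 strand-specific mRNA library for each animal. The paper states that the lab rats were virgins and that this was not known for the woodrats, whereas the sample labels call all animals virgin. The authors trimmed the read pairs, merged overlapping pairs, aligned the reads with cross_match to mouse coding transcripts (GENCODE release M7), and deposited for each animal the number of uniquely assigned reads per mouse gene, without normalization. The files list 15481 genes by symbol and Ensembl mouse gene identifier and give no genomic coordinates. Woodrats 1, 2 and 3 had 5717389, 7077011 and 7932637 counted reads, and lab rats 1, 2 and 3 had 7307287, 5439642 and 6213053. The paper gives its depth as merged reads per species before alignment (Methods), while all values given here use the counted reads. No pair of animals of one species had counts that agreed within sampling noise, with a chi-square per degree of freedom between 10.4 and 125.9. The files hold no gene without woodrat reads but 809 genes without lab rat reads. Of the 46 genes without woodrat reads in the part of Table S3 available here, 44 were not in the files analysed. Strong lab rat-specific genes can therefore be missing from every count and ranking given here. The files also lack 11 genes that the paper names, among them Akr1b7, which Table 2 lists as higher in woodrats. Starting from the counts, the genes with at least 1 CPM in at least 3 animals were kept, the libraries were normalized with edgeR's TMM method, and woodrats were compared with lab rats with edgeR's quasi-likelihood F-test and Benjamini-Hochberg adjustment, as in the paper. After normalization, 3 counts corresponded to between 0.355 and 0.586 CPM, which is the smallest abundance these libraries can show. Positive log2 fold changes mean higher abundance in woodrats. With 3 animals against 3, an exact permutation test cannot give a p below 0.1.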

Read counts for protein-coding transcripts from the foregut tissues of *Neotoma stephensi* and *Rattus norvegicus* were obtained by RNA-Seq, aligned to the protein-coding portion of the comprehensive gene annotation of *Mus musculus,* and analyzed for differential abundance. Genes with expression below 5 counts-per-million (CPM) in three or more samples were removed and model-based normalization was performed with edgeR to eliminate composition bias between libraries, resulting in 11,870 detected transcripts. 

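Of the 15481 genes in the deposited files, 12603 had at least 1 CPM in at least 3 of the 6 animals and were tested. This filter was set from the entries of Table S2, which include genes with fewer reads than the stated 5 CPM would leave. Keeping genes with at least 5 CPM in at least 3 animals left 10175 genes. A literal reading of the filter, in which a gene below 5 CPM in 3 or more animals is removed, left 9124. The TMM factors were 0.896, 1.019 and 1.066 for woodrats 1, 2 and 3 and 1.104, 1.113 and 0.836 for lab rats 1, 2 and 3.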

A multi-dimensional scaling analysis indicated that the *N. stephensi* and *R. norvegicus* grouping best separated the top 1500 genes that have the largest variation between the RNA-Seq libraries (Fig. 1a), and 77% of the variance was explained by this grouping (Fig. 1b). 

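In the multi-dimensional scaling of the 12603 tested genes, with distances taken as the biological coefficient of variation over the 1500 most variable genes, the first dimension held 62.98% of the variance and the second held 13.84%. Woodrats 1, 2 and 3 lay at -0.595, -0.593 and -0.471 on the first dimension, and lab rats 1, 2 and 3 at 0.543, 0.538 and 0.578. The gap between the species was larger than the spread within either of them. The second dimension separated the woodrats from one another, with values of 0.412, 0.018 and -0.480, while the lab rats stayed between -0.011 and 0.067. With distances taken as leading log2 fold changes, the share of the first dimension was 73.93%. The paper reads its own scaling analysis as showing that species was the grouping that best separated its 1500 most variable genes.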

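The common biological coefficient of variation, which edgeR estimates from the spread between animals of the same species, was 33.98% over the 12603 tested genes. Leaving out each animal in turn gave values from 30.16% to 37.22%. With the replicate number as a block it was 38.89%.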

The biological coefficient of variation (CV) of 34% (edgeR biological CV) was consistent with CV estimates seen between biological replicates with outbred samples [25]. The Spearman rank correlation between the lab rat and woodrat transcriptomes was 0.78. 

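The Spearman rank correlation between the mean TMM-normalized CPM of the 3 woodrats and that of the 3 lab rats was 0.802 across the 12603 tested genes, which are not independent replicates. For the 9 pairs of 1 woodrat and 1 lab rat it ranged from 0.715 to 0.829, with a median of 0.758. Animals of the same species were more alike, with values from 0.895 to 0.952 between woodrats and from 0.940 to 0.984 between lab rats. Without a filter the correlation of the species means was 0.872, and the filter at 5 CPM changed it most, to 0.726.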

A total of 2306 genes showed significant differential abundance between *N. stephensi* and *R. norvegicus* at a false discovery rate (FDR) < 0.01: 1157 genes were more abundant and 1149 genes were less abundant in *N. stephensi* versus *R. norvegicus* foregut tissue (Fig. 1c; Additional file 1: Table S2).

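From the deposited counts, 2516 of the 12603 tested genes (19.96%) were differentially abundant at an FDR below 0.01, of which 1292 were more abundant in woodrats and 1224 in lab rats. In each of these 2516 genes, all 3 animals of one species had a higher CPM than all 3 of the other. The median size of their log2 fold changes was 2.372. With the keratin, cornifin and late cornified envelope genes summed to 7 families, 2523 of 12561 entries passed the same threshold. Only part of Table S2 was available here, with 1997 genes against the 2306 that the paper reports as differentially abundant. The fold changes could be set beside those of 1882 genes in that part. Of these, 1863 had the same sign and 1809 were past the threshold, and the median absolute difference in log2 fold change was 0.00397. The sample labels number the animals of each species 1 to 3, so the comparison was also fitted with that number as a block. The pairing is taken from the labels only. Animals with the same number deviated from their species mean with a mean correlation of -0.219 over 3 pairs, against 0.107 for the 6 pairs with different numbers, so the numbers did not pair the animals. With the replicate block, 716 genes were past the threshold, the lowest count of any alternative, and the highest was 5026 at an FDR below 0.05.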

**Fig. 1:**
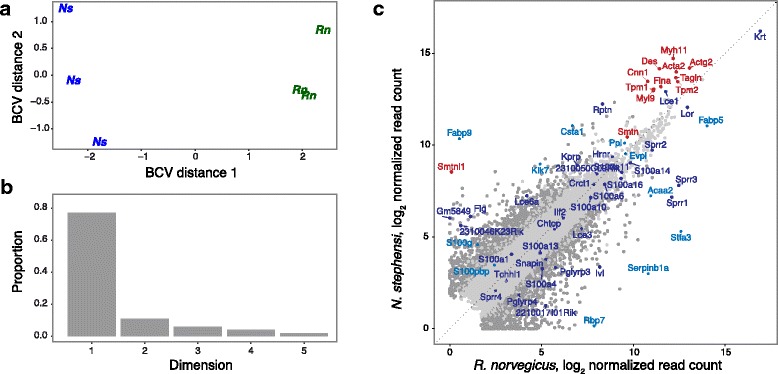
Relative foregut transcript abundances between the two rodent species. **a** MDS plot of the biological coefficient of variation (BCV) values over dimensions 1 and 2 with samples colored and labeled by sample groups. **b** Bar plot of the proportion of variance (eigenvalues) explained by the first 5 dimensions. **c** Normalized log_2_ read counts are shown for 11,870 detected genes, with transcripts that are statistically significant (FDR < 0.01) colored in dark grey. Specific classes of genes are highlighted, with smooth muscle-specific transcripts in red, epidermal differentiation complex transcripts in dark blue, and other genes involved in keratinocyte differentiation are shown in light blue

### Validation of analysis pipeline

It was important to judge the average nucleotide sequence divergence contained in woodrat:mouse versus the lab rat:mouse alignments. The mean nucleotide substitution per read from the *cross_match* alignments was 7.0% (*s* = 2.2%) for the *N. stephensi* alignments and 5.4% (*s* = 1.9%) for *R. norvegicus*, with similar distributions observed for mRNAs within the differentially abundant classes (Additional file 2: Figure S1), indicating that the cross-species mapping pipeline did not have global, systematic bias in mapping *N. stephensi* and *R. norvegicus* reads to mouse transcripts and annotations.

Our methods were also validated using read alignments to ‘self’ CDS sequences from both species chosen from Ensembl gene annotation (laboratory rat) or from de novo assembly of the *N. stephensi* foregut RNA-Seq reads. The Pearson correlation coefficient for read counts between the ‘self’ mapping versus the mouse CDS ‘map and count’ pipeline was 0.98 (Fig. 2), indicating that the *cross_match* ‘map and count’ pipeline accurately quantitated abundance from the cross-species CDS alignments to the orthologous mouse annotation. Last, the global validity of the cross-species ‘map and count’ pipeline was also examined for read mapping bias that may have confounded the observed abundance differences. We mapped short reads obtained from mouse jejunum smooth muscle to both the GENCODE vM7 CDS transcript database using the ‘map and count’ pipeline and to mouse genomic reference sequence (mm10) using the STAR aligner [26]. After extracting coding sequence read counts from the genomic STAR alignment and comparing these with read counts from the ‘map and count’ pipeline, the Spearman’s rank correlation was 0.98 for 11,192 detected genes in mouse jejunum. The minor differences in the approach resulted from how each pipeline adjudicates multi-mapping reads and indicated that our transcript mapping pipeline was robust for RNA-Seq data from a relevant tissue.

**Fig. 2:**
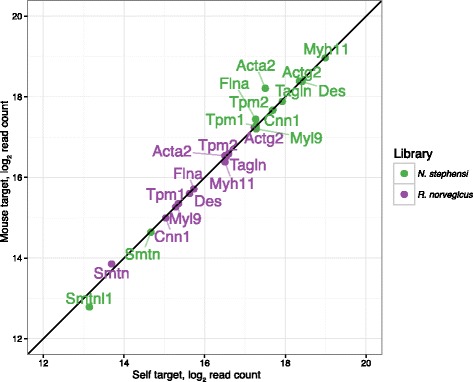
Smooth muscle-specific genes display only minor deviations when mapped within-species versus cross-species. The x-axis shows the read count from cross_match alignments to ‘self’ targets comprising within-species CDS region transcripts from *R. norvegicus* Ensembl gene predictions or *N. stephensi* de novo assemblies from BinPacker or Trinity. The y-axis shows the read count from alignments to the *M. musculus* GENCODE transcripts. The *R. norvegicus Smtnl1* (smoothelin-like 1 transcript) is not shown because only one read was detected in the cross-species mapping and zero reads were detected in the within-species mapping. By comparison, for the *N. stephensi Smtnl1* transcripts, 7064 reads were detected in the cross-species alignments and 9050 reads in the within species alignments

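In the alignments to mouse transcripts, Smtnl1 (ENSMUSG00000027077.7) had 0, 0 and 1 reads in lab rats 1, 2 and 3, or 1 read in total. In woodrats 1, 2 and 3 it had 2771, 2226 and 1707 reads, or 6704 in total. The smallest abundance that 3 counts can show in the lab rat libraries was 0.372, 0.496 and 0.578 CPM, so the transcript was not detectable in lab rats above that level. These counts come from the cross-species mapping only, and the within-species mapping was not analysed here.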

### A priori hypotheses

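Fig. 3b lists 13 smooth muscle-specific genes, of which 11 were in the files analysed here (Acta2 and Actg2 were not). Their mean log2 CPM was 12.33 ± 0.79 (SD, n = 3) in woodrats and 9.77 ± 0.41 (SD, n = 3) in lab rats, a difference of 2.57. All 3 woodrats, with 13.20, 12.15 and 11.65, lay above all 3 lab rats, with 9.29, 9.96 and 10.04 (exact permutation test, p = 0.1, the smallest p that 3 animals against 3 allow). All 11 genes had a positive log2 fold change, from 0.777 for Smtn to 12.27 for Smtnl1. Ranked against the other tested genes with limma's camera test, which compares a set of genes with all others at an assumed inter-gene correlation of 0.01, the set gave a camera p of 6.64e-05, and with the replicate block 0.000117. The largest shift came from estimating that correlation from the data, which gave 0.240. Without Smtnl1 the difference was 1.84 and the camera p 0.000517. From the position of these genes in the scatterplot of Fig. 1c, the paper concludes that they were more abundant as a class in woodrats.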

Scatterplots of individual transcript abundance indicated that smooth muscle-specific genes were more abundant as a class in *N. stephensi* foregut, especially smoothelin like-1 (*Smtnl1*; Fig. 1c)*.* We also compared transcript abundances to the transcriptome of sorted primary smooth muscle cells isolated from mouse jejunum tissue. The Spearman rank correlation between read counts from mouse jejunum smooth muscle tissue compared to the woodrat foregut tissue was 0.62 (Fig. 3a), versus 0.42 for the laboratory rat foregut, supporting the increased smooth muscle composition of the woodrat foregut. We identified smooth muscle-specific transcripts (Fig. 3b), and compared abundances of these transcripts between the mouse smooth muscle transcriptome and our rodent foregut samples (Fig. 3c). Woodrats exhibited a general increase in transcripts encoding the abundant proteins of the contractile apparatus and a unique increase in the smoothelin-like-1 (*Smtnl1*) transcript that encodes a protein involved in regulating the contractile properties of smooth muscle [27].

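Among the 11 smooth muscle-specific genes in the files, Smtnl1 and Mylk were past the FDR threshold of 0.01. Smtnl1 had 351 ± 173 CPM (SD, n = 3) in woodrats and 0.064 ± 0.111 CPM (SD, n = 3) in lab rats, a log2 fold change of 12.27 (standard error 0.78, FDR = 0.000105, edgeR quasi-likelihood test). Mylk (ENSMUSG00000022836.10), which encodes myosin light chain kinase, had 3032 ± 1113 CPM in woodrats and 370 ± 218 CPM in lab rats, a log2 fold change of 3.03 (standard error 0.54, FDR = 0.00365). The other contractile genes were higher in woodrats by amounts that did not pass this threshold. Myh11, Des and Cnn1 came closest, with log2 fold changes of 2.43 (FDR = 0.0102), 2.70 (FDR = 0.0106) and 2.66 (FDR = 0.0109). Flna, Tpm1 and Myl9 had FDR values from 0.0227 to 0.0317, and Tagln, Tpm2 and Smtn from 0.0919 to 0.247. In 9 of the 11 genes every woodrat was above every lab rat, whereas the values of the 2 species overlapped for Smtn and Tpm2. Woodrat 1 was the highest animal for every one of the 11 genes. With woodrat 1 left out, the log2 fold change of Cnn1 decreased from 2.66 to 1.86. Under DESeq2, 8 of the 11 genes were past the threshold, and with the replicate block 1 was. The paper describes a general rise of contractile transcripts and a rise of Smtnl1 particular to woodrats.

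**Figure D1:**
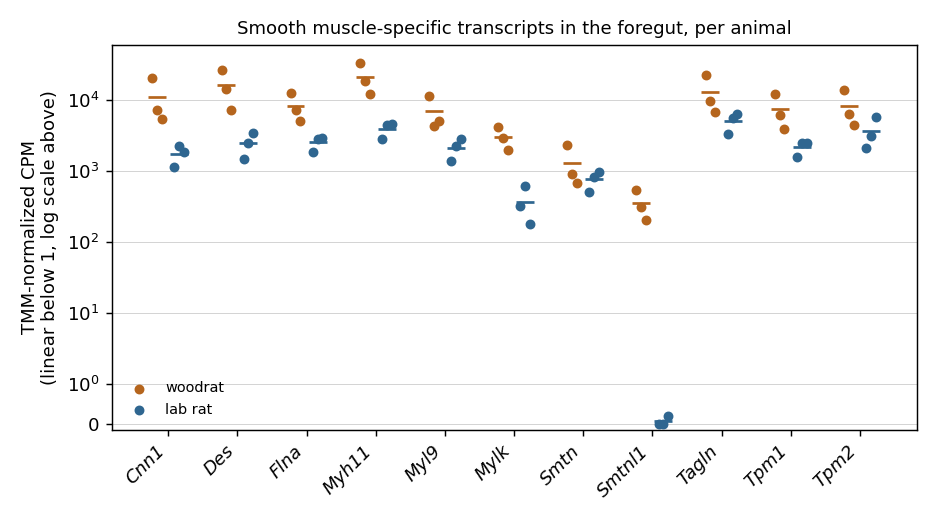
TMM-normalized CPM (y axis, linear below 1 and on a log scale above) of the smooth muscle-specific genes (x axis) in each of the 3 woodrats (brown points) and 3 lab rats (blue points), with horizontal lines at the species means. Smtnl1 lies between 202 and 541 CPM in woodrats and at or below 0.193 CPM in lab rats, and the points of the species overlap for Smtn and Tpm2.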

**Fig. 3:**
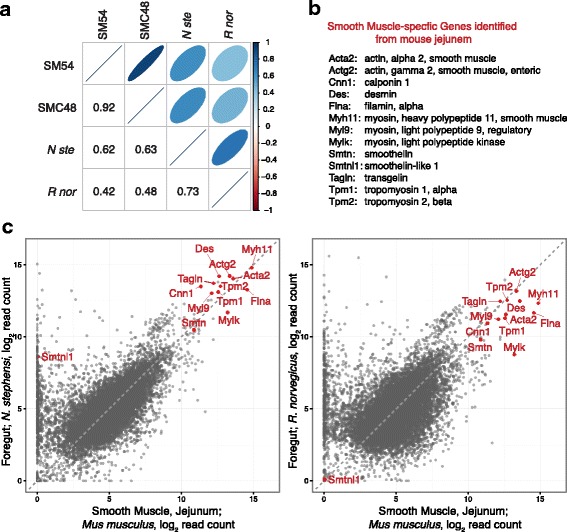
RNA-Seq transcriptomes compared between mouse smooth muscle tissue/cells versus woodrat and laboratory rat foregut tissues. The mouse smooth muscle (SM) RNA-Seq data was obtained from NCBI: GSM1388412, (SM Jejunum) and GSM1388406 (SM cells Jejunum). **a** A Spearman rank correlation matrix of read counts from 10,241 genes detected in woodrat (N ste) or lab rat (R nor) foregut compared with mouse smooth muscle tissue (SM54 = GSM1388412) or isolated mouse smooth muscle cells (SMC48 = GSM1388406). **b** List of smooth muscle-specific transcripts identified from the Smooth Muscle Cell Genome Browser [21]. **c** Normalized log_2_ read count scatter plots showing the comparative transcript abundance between mouse SM jejunum and the rat foregut tissues, with smooth muscle-specific transcripts shown in red

Epidermal-specific genes showed a more complex pattern of specific changes (Fig. 1c)*.* There was no significant enrichment for the following Gene Ontology terms: (GO:0009913: epidermal cell differentiation; GO:0008544: epidermis development) when using g:Cocoa to investigate enrichment in functional categories. However, the term “keratinocyte differentiation” (GO:0030216) was significantly enriched in the woodrat foregut compared to the lab rat foregut (*P* = 0.03). To focus on differentially expressed epidermal genes, we used the mouse jejunum smooth muscle RNA-Seq data as a filter to identify 510 transcripts not found in smooth muscle (Additional file 1: Table S3 and S4, Additional file 2: Figure S2). 

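Table S4 lists 124 epidermal-specific transcripts at an FDR of 0.002, of which 97 were in the files analysed here and 91 could be tested. At the same FDR of 0.002, 75 of them were differentially abundant, 28 toward woodrats and 47 toward lab rats, and 81 were at an FDR of 0.01. Of the 91 tested, 85 had the sign that Table S4 gives. Their log2 fold changes ran from -11.64 for Krt12 to 12.27 for Smtnl1, which is also on this list. The step that selected these transcripts by means of mouse jejunum smooth muscle reads was not repeated. The replicate block raised every FDR on the list above 0.002, which left 0 genes, and leaving out each animal in turn gave from 10 to 71.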

We observed 124 epidermal-specific transcripts that were differentially abundant. Specifically, we observed enrichment of cornefin genes (*Sprr1* and *Sprr3* family) abundance (Fig. 1c, Additional file 1: Table S5) in laboratory rat foregut, while woodrats exhibited higher expression of filaggrin and repetin (Fig. 1c, Additional file 1: Table S5). 

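Read counts were summed to the gene families as the paper describes, because reads of these paralogs cannot be divided reliably between family members. The Sprr1 family (2 genes) had 107 ± 15 CPM (SD, n = 3) in woodrats and 3325 ± 494 CPM (SD, n = 3) in lab rats, a log2 fold change of -4.96 (standard error 0.37, FDR = 0.000193, edgeR quasi-likelihood test). Sprr3 had 222 ± 277 CPM in woodrats and 5688 ± 216 CPM in lab rats, a log2 fold change of -4.68 (standard error 0.98, FDR = 0.00674). The woodrats were spread widely for Sprr3, from 33.0 to 539 CPM, but all lay below the lab rats. Without woodrat 3 its log2 fold change was -6.50, the lowest of the 6 fits that left out 1 animal, and the highest was -4.17. Its FDR stayed below 0.01 in 2 of these 6 fits. Under the replicate block the FDR was 0.00444 for Sprr1 and 0.0132 for Sprr3. Among the other families, Lce3 was lower in woodrats with a log2 fold change of -2.33 (FDR = 0.00404). Its FDR was 0.0216 with the replicate block, and 3 of the 6 fits that left out 1 animal kept it below 0.01. Krt, Sprr2, Sprr4 and Lce1 did not differ beyond the spread between animals, with FDR values from 0.187 to 0.786. Filaggrin (Flg, ENSMUSG00000081977.6) had 41, 179 and 1441 reads in woodrats 1, 2 and 3 and 17, 4 and 4 in lab rats, a log2 fold change of 5.76 (standard error 1.18, FDR = 0.00648). Repetin (Rptn, ENSMUSG00000041984.2) had 4804 ± 3897 CPM in woodrats and 317 ± 275 CPM in lab rats, a log2 fold change of 3.92 (standard error 0.88, FDR = 0.00938). In its Discussion the paper proposes from these differences that cornification may rest on a different molecular basis in the 2 species.

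**Figure D2:**
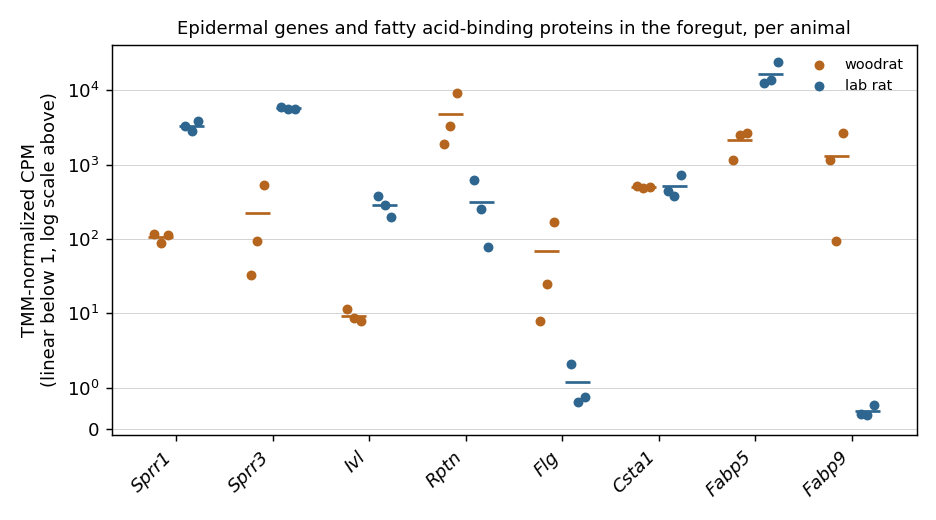
TMM-normalized CPM (y axis, linear below 1 and on a log scale above) of epidermal genes, cornifin families and fatty acid-binding proteins (x axis) in each of the 3 woodrats (brown points) and 3 lab rats (blue points), with horizontal lines at the species means. Sprr1, Sprr3, Ivl and Fabp5 are higher in every lab rat, Rptn, Flg and Fabp9 in every woodrat, and Csta1 overlaps.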

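Fabp9 (ENSMUSG00000027528.11) had 5867, 685 and 22379 reads in woodrats 1, 2 and 3 and 3, 2 and 3 reads in lab rats 1, 2 and 3. This corresponds to 1297 ± 1285 CPM (SD, n = 3) in woodrats and 0.43 ± 0.13 CPM (SD, n = 3) in lab rats. Its log2 fold change was 11.54 (standard error 1.42, FDR = 0.000984, edgeR quasi-likelihood test). The abundance varied between woodrats from 95.1 CPM in woodrat 2 to 2651 CPM in woodrat 3, yet the lowest of them was far above the highest lab rat at 0.578 CPM. Leaving out woodrat 3 lowered the log2 fold change to 10.47, and with the replicate block it was 11.14 (FDR = 0.00322).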

There was also highly abundant expression of fatty acid-binding protein (*Fabp9*) in the *N. stephensi* foregut, a gene that is restricted in expression to male germ-cells in lab mice [28]. 

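Fabp5 (ENSMUSG00000027533.10) had 5893, 17992 and 22628 reads in woodrats 1, 2 and 3, or 2110 ± 835 CPM (SD, n = 3). In the lab rats it had 99425, 82388 and 122818 reads, or 16541 ± 6196 CPM (SD, n = 3). The log2 fold change was -2.97 (standard error 0.55, FDR = 0.00434, edgeR quasi-likelihood test), with every lab rat above every woodrat. With each animal left out in turn it stayed between -3.18 and -2.62, although only 1 of those 6 fits kept the FDR below 0.01, and with the replicate block the FDR was 0.0209.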

Woodrats exhibited high-level expression of the known epidermal fatty acid-binding protein (*Fabp5*). Phylogenetic analysis of the *N. stephensi Fabp5* and *Fabp9* genes confirmed the identity of the transcripts quantitated by RNA-Seq (Additional file 2: Figure S3).

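No Gene Ontology annotation was analysed here, so a list of 8 ketogenesis genes and a list of 26 mitochondrial and peroxisomal fatty acid oxidation genes, written before the counts were seen, were examined in place of the GO terms. Of the ketogenesis genes, 7 were tested. Their mean log2 CPM was 5.79 ± 0.29 (SD, n = 3) in woodrats and 5.64 ± 0.12 (SD, n = 3) in lab rats, a difference of 0.148 that lay within the spread between animals (exact permutation test, p = 0.5). Only Acss1 passed the threshold, with a log2 fold change of 1.46 (standard error 0.30, FDR = 0.00652, edgeR quasi-likelihood test). The list also holds genes outside ketone synthesis, such as Acss1 for acetate activation and Oxct1 for ketone use. Its values therefore do not measure ketone synthesis alone. Of the fatty acid oxidation genes, 25 were tested. Their mean log2 CPM was 5.51 ± 0.26 (SD, n = 3) in woodrats and 6.36 ± 0.03 (SD, n = 3) in lab rats, a difference of -0.847, and all 3 lab rats lay above all 3 woodrats (exact permutation test, p = 0.1, the smallest p possible here). At an FDR below 0.01, 8 of these genes were less abundant in woodrats and 1 was more abundant. The lowest log2 fold change was -3.72 for Acaa2 (standard error 0.32, FDR = 0.000275) and the highest 3.35 for Acadsb (standard error 0.37, FDR = 0.000705). limma's camera test gave a camera p of 0.785 for the ketogenesis set and 0.00181 for the fatty acid oxidation set, or 0.128 for the latter when the inter-gene correlation was estimated from the data. With the replicate block the camera p of the fatty acid oxidation set was 0.00197. The paper reports little evidence for its prediction of higher expression in woodrats. It also names an enriched term for long-chain fatty acid metabolism and higher Fabp9 in woodrats.

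**Figure D3:**
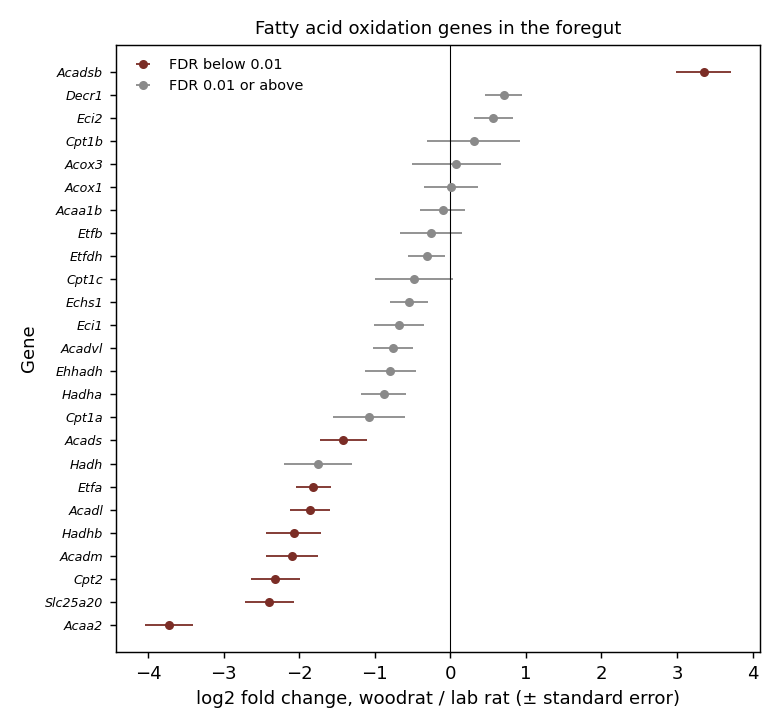
Log2 fold change of woodrat over lab rat (x axis) for each of the 25 tested fatty acid oxidation genes (y axis), with bars of 1 standard error and genes at an FDR below 0.01 in dark red. Most genes lie left of 0, from Acaa2 at -3.72, and Acadsb is the only gene past the threshold on the right, at 3.35.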

We found little evidence supporting the prediction that woodrats would exhibit higher expression of genes associated with fatty acid oxidation and ketogenesis. There were no significant differences between woodrats and lab rats in representation of several Gene Ontology terms related to ketogenesis and response to ketones (GO:1,901,654: response to ketone; GO:0042180: cellular ketone metabolic process; GO:0042181: ketone biosynthetic process; GO:1,901,655: cellular response to ketone). Similarly, we found no differences in several GO terms related to the metabolism of fatty acids (GO:0019395: fatty acid oxidation; GO:0006631: fatty acid metabolic process; GO:1,901,568: fatty acid derivative metabolic process; GO:0033559: unsaturated fatty acid metabolic process). However, woodrats were significantly enriched in genes associated with long-chain fatty acid metabolic process (GO:0001676; *P* = 0.045), and exhibited higher expression of fatty acid-binding protein 9 (*Fabp9;* Fig. 1c).

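For the Fabp9 part of this statement, the 3 woodrats had 1146, 95.1 and 2651 CPM and the 3 lab rats 0.372, 0.331 and 0.578 CPM. The log2 fold change across the 6 fits that each left out 1 animal ranged from 10.47 to 12.04. In 5 of those fits the FDR stayed below 0.01, and in the remaining one it was 0.0102 (edgeR quasi-likelihood test).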

A number of solute carrier proteins exhibited significant differential expression between woodrats and lab rats. 

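The files hold 264 solute carrier genes once the mitochondrial Slc25 family is left out, and 186 of them were tested. At an FDR below 0.01, 42 were differentially abundant, 10 toward woodrats and 32 toward lab rats. The 5 largest log2 fold changes toward woodrats were 6.79 for Slc7a13 (standard error 1.05, FDR = 0.00401, edgeR quasi-likelihood test), 6.22 for Slc41a2 (standard error 0.66, FDR = 0.000638), 5.58 for Slc16a10, 2.80 for Slc12a2 and 2.74 for Slc2a10. Toward lab rats they were -5.78 for Slc19a3 (standard error 0.86, FDR = 0.00186), -5.74 for Slc27a6, -5.20 for Slc23a3, -5.16 for Slc1a1 and -5.03 for Slc2a9. Of these 10 genes, 8 are also in Table 1. The Table 1 gene Slc6a20a was not in the files analysed here. Several of the lab rat genes rest on few reads, such as Slc27a6 with 22, 29 and 16 reads in lab rats and 0, 0 and 1 in woodrats. Across the alternatives, the number of solute carrier genes ran from 12 under the literal reading of the paper's filter to 84 at an FDR below 0.05, and with the replicate block it was 13.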

We compared these differences to what has been previously observed in young, non-fermenting ruminants compared to older, fermenting ruminants, but were unable to find any consistent similarities (Table 1). More specifically, in both species there were similar numbers of *Slc* genes that were consistent with the results observed in ruminants (3/4 in woodrats and 2/4 in lab rats). Urea transporters (*Slc14*), which are important for nitrogen recycling, showed no differential expression between the two species.

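The files hold both urea transporter genes, Slc14a1 (ENSMUSG00000059336.13) and Slc14a2 (ENSMUSG00000024552.14). Slc14a1 had 1, 7 and 2 reads in woodrats 1, 2 and 3 and 1, 0 and 0 reads in lab rats. Slc14a2 had 0, 4 and 1 reads in woodrats and 1, 1 and 0 in lab rats. Neither reached 1 CPM in 3 animals, so neither was tested, and a difference between the species was not detectable at this depth.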

**Table 1:** The five most differentially expressed solute carrier genes in woodrats and lab rats

Gene symbol	Description	Log_2_(Fold Change)	Consistent with prediction from ruminants?
Woodrats			
*Slc41a2*	Magnesium transporter	7.69	–
*Slc16a10*	Monocarboxylic acid transporter	5.59	Yes
*Slc12a2*	Sodium/potassium/chloride transporter	3.67	No
*Sla2a10*	Facilitated glucose transporter	2.74	Yes
*Slc2a12*	Facilitated glucose transporter	2.49	Yes
Lab Rats			
*Slc6a20a*	Proline IMINO transporter	7.63	Yes
*Slc19a3*	Thiamine transporter	5.78	No
*Slc27a6*	Fatty acid transporter	5.74	No
*Slc23a3*	Nucleobase transporter	5.20	–
*Slc1a1*	Glutamate transporter	5.19	Yes

Predictions for ruminants were based on previous research [4], and we sometimes compared SLC genes in the same family (for example, *Slc16a10* in woodrats and *SLC16A1* in cattle, which are both monocarboxylic acid transporters)

### Untargeted approach

We also pushed beyond our a priori approach by testing for differentially expressed genes across the transcriptome. 

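Ranked by log2 fold change among the genes at an FDR below 0.01, the first 10 toward woodrats in the deposited counts were Smtnl1 (12.27), Gm5849 (11.74), Fabp9 (11.54), Mpp1 (11.41), Pnck (10.83), Calcoco2 (10.47), Ube2d4 (10.05), Mansc4 (9.36), Dnaic1 (8.97) and Ccdc114 (8.71). Toward lab rats they were Krt12 (-11.64), Stfa3 (-11.01), Rbp7 (-10.96), Mybpc1 (-10.02), Sult1b1 (-9.59), Ocm (-9.39), Ighm (-9.37), Stag3 (-9.07), Ttc36 (-8.68) and Nefh (-8.48). The FDR of these 20 genes lay between 5.5e-05 for Krt12 and Ighm and 0.00167 for Pnck (edgeR quasi-likelihood test). Both lists share 10 of 20 genes with Table 2. Of the remaining genes of that table, Krt24 had a log2 fold change of 7.07 (standard error 1.05, FDR = 0.00185) and Krt19 of 4.59 (standard error 0.79, FDR = 0.00319), and Akr1b7, Pla2g2a, B4galnt2, Rnase1, Aoc1, Gtpbp6, Casp4 and Fbp2 were not in the files analysed here. For genes without reads in one species the fold change depends on the prior count that is added before taking logarithms. With a prior count of 2 in place of edgeR's default, the log2 fold change of Mpp1 was 7.41, and its FDR did not change.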

First, we present the top 10 differentially expressed genes in each animal (Table 2). A number of these genes support our hypotheses, such as woodrats exhibiting higher expression of smoothelin-like 1 (*Smtnl1*; a gene associated with muscle tissues) and fatty acid binding protein 9 (*Fabp9*). 

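Smtnl1 had 541, 309 and 202 CPM in woodrats 1, 2 and 3 and 0, 0 and 0.193 CPM in lab rats 1, 2 and 3, the largest log2 fold change of all genes in the files that passed the threshold. Its FDR was 0.000105, or 0.00259 with the replicate block (edgeR quasi-likelihood test). Fabp9 had the third largest log2 fold change toward woodrats. These ranks depend on the prior count, since with a prior count of 2 the log2 fold change was 9.96 for Smtnl1 and 10.82 for Fabp9. The paper names both among the genes of Table 2 that it takes as being in favor of its hypotheses.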

Lab rats exhibited higher expression of the phospholipase A2, Group IIA (Pla2g2a) and beta-1,4-N-acetyl-galactosaminyl transferase 2 (*B4galnt2*) genes.

**Table 2:** The top ten differentially expressed genes from the foregut tissues of each species, as determined by log_2_(fold change)

Gene symbol	Gene name	Log_2_ (Fold Change)	FDR-corrected P-value
Overexpressed in woodrats			
*Smtnl1*	Smoothelin-like 1	12.34	1.46E-04
*Krt24*	Keratin 24	11.91	4.04E-03
*Fabp9*	Fatty Acid Binding Protein 9	11.54	1.02E-03
*Mpp1*	Membrane Protein, Palmitoylated 1	11.41	3.26E-04
*Pnck*	Pregnancy Up-Regulated Nonubiquitous CaM Kinase	10.89	1.74E-03
*Calcoco2*	Calcium Binding And Coiled-Coil Domain 2	10.47	3.23E-04
*Krt19*	Keratin 19	9.96	4.45E-04
*Ube2d4*	Ubiquitin-Conjugating Enzyme E2D 4	9.52	1.57E-04
*Mansc4*	MANSC Domain Containing 4	9.36	5.45E-04
*Akr1b7*	Aldo-keto reductase family 1, member B7	9.30	2.09E-04
Overexpressed in lab rats			
*Pla2g2a*	Phospholipase A2, Group IIA	12.23	1.46E-04
*Krt12*	Keratin 12	11.18	6.56E-05
*Rbp7*	Retinol Binding Protein 7	10.95	1.31E-04
*B4galnt2*	Beta-1,4-N-Acetyl-Galactosaminyl Transferase 2	10.40	1.01E-03
*Rnase1*	Ribonuclease, RNase A Family, 1	10.21	1.07E-03
*Aoc1*	Amine Oxidase, Copper Containing, 1	10.12	3.68E-04
*Gtpbp6*	GTP Binding Protein 6	10.10	9.78E-04
*Mybpc1*	Myosin Binding Protein C	10.03	9.47E-05
*Casp4*	Caspase 4	10.00	4.12E-04
*Fbp2*	Fructose-1,6-Bisphosphatase 2	10.00	5.45E-04

We also used g:Cocoa to determine the most over-represented GO terms in each animal (Table 3). 

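The g:Cocoa enrichment was not repeated, because no Gene Ontology annotation was analysed here. As a measure of muscle transcripts, the 11 smooth muscle-specific genes of Fig. 3b in the files took 14.30%, 7.87% and 5.62% of all counted reads in woodrats 1, 2 and 3. In lab rats 1, 2 and 3 the same genes took 1.81%, 2.97% and 2.62%. The mean share was 9.26% in woodrats and 2.46% in lab rats, and the spread among the woodrats was wide, but the lowest woodrat was above the highest lab rat.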

In woodrats, genes related to development and muscle function were overrepresented (i.e. Actin cytoskeleton organization, Muscle contraction). In lab rats, several GO categories related to immune function were highly overrepresented. (i.e. Immune response, Positive regulation of T cell activation, Neutrophil migration).

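For the immune categories, a list of 40 leukocyte genes written before the counts were seen was examined in place of the GO terms. The files hold 33 of them and 22 were tested. Their mean log2 CPM was 0.57 ± 0.30 (SD, n = 3) in woodrats and 3.22 ± 0.26 (SD, n = 3) in lab rats, a difference of -2.65, with all 3 lab rats above all 3 woodrats (exact permutation test, p = 0.1, the smallest p possible with these animals). All 22 genes had a negative log2 fold change, between -6.42 and -0.087, and 15 of them were past an FDR of 0.01 in edgeR's quasi-likelihood test. These are transcripts of low abundance, taking from 0.0493% to 0.0702% of counted reads in lab rats and from 0.0049% to 0.0109% in woodrats. limma's camera test gave a camera p of 5.07e-10 for the set and 1.48e-10 with the replicate block. With the inter-gene correlation estimated from the data it was 0.0352, the largest shift among the alternatives. From the immune terms of Table 3, the paper concludes that immune functions were over-represented in the lab rat foregut.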

**Table 3:** The top ten most overrepresented Biological Functions in each species, determined using g:Cocoa

Function	GO Term	No. genes in term	No. genes overexpressed in woodrats	No. genes overexpressed in lab rats
Overrepresented in woodrats				
Cellular component organization	GO:0016043	5139	347	252
Metabolic process	GO:0008152	11,355	638	580
Actin cytoskeleton organization	GO:0030036	520	65	18
Intracellular signal transduction	GO:0035556	2241	176	1
Cellular component morphogenesis	GO:0032989	1204	112	29
Regulation of multicellular organismal process	GO:0051239	2423	175	62
Regulation of molecular function	GO:0065009	2460	174	61
Regulation of intracellular signal transduction	GO:1,902,531	1417	107	1
Cell migration	GO:0016477	1081	53	55
Muscle contraction	GO:0006936	240	25	3
Overrepresented in lab rats				
Single-organism metabolic process	GO:0044710	4526	265	305
Immune response	GO:0006955	1107	10	69
Defense response	GO:0006952	1264	20	65
Organic hydroxy compound metabolic process	GO:1,901,615	431	22	43
Positive regulation of cell activation	GO:0050867	250	8	21
Positive regulation of T cell activation	GO:0050870	155	5	16
Neutrophil migration	GO:1,990,266	94	1	11
Nuclear DNA replication	GO:0033260	15	1	6
L-serine biosynthetic process	GO:0006564	4	0	4
Localization	GO:0051179	5203	289	305

Corrected *p*-values are all less than 0.001. We used the moderate filtering to first identify the most differentially represented term per parent group

### Histology

We were interested in whether we could find histological support for some results uncovered through RNA-Seq analysis. For example, the gene *B4galnt2* was more highly expressed in lab rat tissues (Table 2). In corroboration of this result, DBA lectin binding, which is specific for *B4galnt2*-carbohydrates, detected only scattered uncommon basal cells in the foregut of woodrats (Fig. 4a), whereas DBA lectin binding in lab rats was commonly detected in the cornified epithelial layer of the foregut (Fig. 4b).

**Fig. 4:**
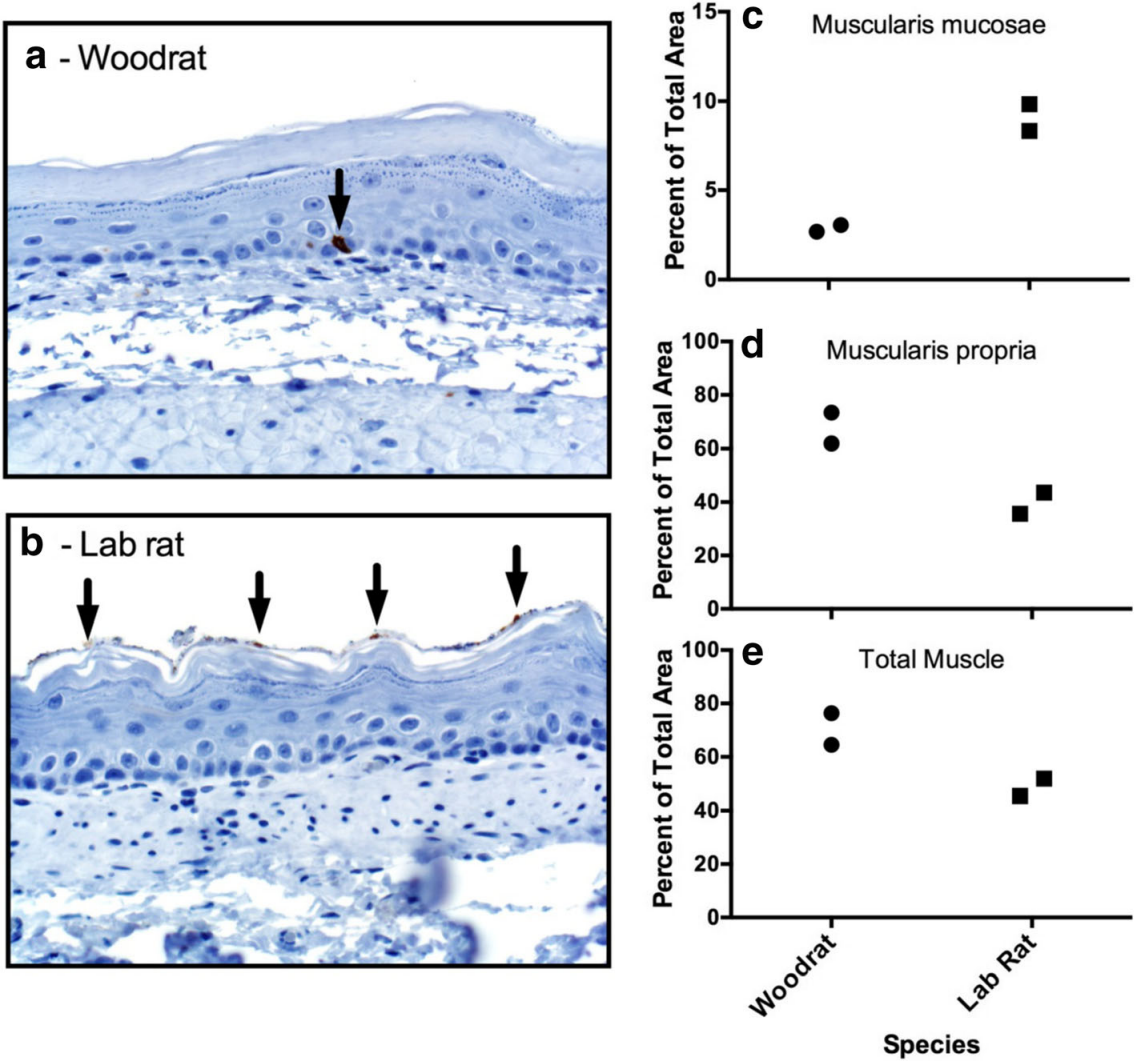
Histological and morphometric evaluation of tissues. **a**, **b** DBA lectin staining for the presence of activity of *B4galnt2*. Arrows point to cellular staining. **c**-**e** Percent of the total tissue wall that was composed of muscularis mucosae, muscularis propria, and total muscle (the sum of the two)

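In the RNA-Seq counts, the log2 fold change of Smtnl1 stayed between 11.65 and 14.26 when each of the 6 animals was left out in turn, and all 6 fits kept its FDR below 0.01 (edgeR quasi-likelihood test). With a prior count of 2 it was 9.96. For Mylk it stayed between 2.71 and 3.60, and 3 of the 6 fits kept the FDR below 0.01. The sections measured for histology are not among the files analysed here.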

Additionally, we found that genes associated with muscle activity were more highly expressed in the woodrat tissue (*Smtnl1:* Table 2, Table 3). We measured the proportion of the tissue wall in each species that was composed of various muscle tissues. Though our sample size was limited, we found that lab rats have a greater proportion of the muscularis mucosae (Fig. 4c), but woodrats have a greater proportion of muscularis propria and total muscle (Fig. 4d and e).

## Discussion

We compared gene expression in the foregut tissues of woodrats and lab rats, which differ in diet, stomach morphology, and density of associated microbes. The expression profiles of these two species were substantially different, highlighting the differential organization and function of the foregut tissue. We are unable to disentangle the many effects that could be underlying these differences in gene expression. They may be driven by diet, given that woodrats are herbivorous and lab rats are omnivorous. Resistant starches and dietary fiber can influence intestinal gene expression, though these differences may be modulated through the microbiota [29, 30]. Unfortunately, controlling for diet was not possible in this study, given that placing herbivorous rodents (including woodrats) on omnivorous diets can induce diabetes and other metabolic syndromes [31, 32]. Differential gut morphology also likely underlie the observed differences, given that woodrats have thicker muscle layer, and thus we observed higher abundance of genes associated with musculature (discussed below). Last, microbial communities are known to induce changes in host gene expression [33]. However, germ-free woodrats have not been developed, so we cannot control for these effects. It should also be noted that microbial communities [34] and host physiology [35] can change as an effect of captivity. Regardless of the exact mechanisms, the differences in gene expression between these two species reveal differential biological functions. We discuss our findings in relation to previous work conducted in ruminant systems.

Genes related to muscle system processes were over-represented in woodrat foregut tissue. This is likely due to the fact that a larger proportion of the woodrat foregut wall is composed of muscle tissue when compared to lab rats. In ruminants, muscle tissue is important for the mixing and passage of food material [13, 14]. Woodrats do not have a physical separation between stomach regions, as is observed in ruminants [8]. Thus, it could be that peristaltic movements in the woodrat foregut are important for the mixing and retention of food material in the foregut for microbial digestion. However, it should be noted that retention of food material in this chamber is relatively short (typically less than 1.5 h; [9]). Of particular interest is the increased level of smoothelin like-1, which regulates smooth muscle contraction and relaxation, and changes in expression levels are known to alter vascular response to exercise, as well as uterine smooth muscle activity during pregnancy [36]. The up-regulation of *Smtnl1* in woodrat foregut may therefore be a specific adaptation facilitating increased foregut motility.

In ruminants, the epithelial lining is composed of keratinized and stratified squamous epithelium, which has histological similarities to mammalian skin [37]. Rumen tissue exhibits high expression of a number of genes associated with epidermal development, especially a homolog of small proline-rich proteins (*Sprr*) and a trichohyalin-like gene [7]. Interestingly, the Sprr genes are highly expressed in sheep rumen, but not skin tissue [7]. In the current study, we found that the woodrats and lab rats had differential abundance of a number of genes associated with epidermal differentiation and development. From the EDC gene cluster, the *Sprr1* and *Sprr3* genes and the involucrin gene showed higher expression in the lab rat foregut. 

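The Sprr1 family had 603, 645 and 957 reads in woodrats 1, 2 and 3 and 26601, 17187 and 19884 in lab rats 1, 2 and 3. Sprr3 had 169, 667 and 4552 reads in woodrats and 47842, 33577 and 28930 in lab rats. Involucrin (Ivl, ENSMUSG00000049128.7) had 58, 62 and 66 reads in woodrats and 3084, 1707 and 1013 in lab rats, which corresponds to 9.25 ± 1.84 CPM (SD, n = 3) and 287 ± 94 CPM (SD, n = 3). Its log2 fold change was -4.96 (standard error 0.36, FDR = 0.000172, edgeR quasi-likelihood test), and it stayed between -5.17 and -4.69 with each animal left out in turn. The FDR of Ivl was 0.00288 with the replicate block.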

Since the Sprr proteins play known roles in modulating the barrier function and biomechanical properties of the epithelial surface, these abundance differences may also contribute to functional differences in barrier response to gut microflora. 

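Rptn had 9783, 23532 and 77972 reads in woodrats 1, 2 and 3 and 4970, 1550 and 401 in lab rats 1, 2 and 3, with a log2 fold change of 3.92 (FDR = 0.00938, edgeR quasi-likelihood test). The change passed the threshold in only 1 of the 6 fits that each left out 1 animal. For Flg the CPM was 67.8 ± 89.5 (SD, n = 3) in woodrats and 1.18 ± 0.81 (SD, n = 3) in lab rats. Without woodrat 3 its log2 fold change was 3.72 in place of 5.76. Flg passed the threshold in 2 of the 6 fits. Csta1 (ENSMUSG00000034362.7) had 504 ± 17 CPM (SD, n = 3) in woodrats and 518 ± 183 CPM (SD, n = 3) in lab rats. Its log2 fold change was -0.040 (standard error 0.312, FDR = 0.930), so no difference between the species was detected in the deposited counts. Without lab rat 3 it was 0.283. With the replicate block the FDR was 0.0491 for Rptn, 0.0268 for Flg and 0.979 for Csta1. The paper concludes that these cornified envelope genes were more highly expressed in woodrats.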

The woodrat foregut exhibited higher expression of repetin (*Rptn*), filaggrin (*Flg*), and cystatin A1 (*Csta1*) genes associated with the cornified envelope [38–40]. Together, these results suggest the molecular basis of this cornification may differ between lab rats and woodrats.

In ruminants, the rumen tissue itself utilizes short chain fatty acids (SCFAs) as energy substrates [41], and thus exhibits high expression of genes associated with metabolizing SCFAs [4–6]. We found no support for the hypothesis that woodrat tissues would have higher expression of genes related to ketogenesis and metabolism of fatty acids, even though this chamber contains high concentrations of SCFAs (~200 mM; [9]) relative to lab rats. Though, concentrations in the gut lumen are the result of both fatty acid production by microbes and absorption by the host. Rumen tissue exhibits higher rates of fatty acid absorption compared to the equivalent stomach regions in pigs and horses [2], and in horses, the gastric muscosa exhibits higher rates of SCFA absorption than the foregut region [42]. Thus, one potential explanation could be that there is low capacity for SCFA absorption in the woodrat foregut, and thus SCFAs may be absorbed and utilized by subsequent gut regions. Alternatively, SCFAs could be absorbed in the woodrat foregut, and be passed into the blood stream and metabolized in the liver, as occurs in other non-ruminant species [43]. This process might be facilitated by the high expression of fatty acid binding proteins, which are largely considered to be lipid chaperones [44]. 

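Per animal, Fabp5 had 1151, 2497 and 2680 CPM in woodrats 1, 2 and 3 and 12339, 13628 and 23656 CPM in lab rats 1, 2 and 3. Fabp9 had 1146, 95.1 and 2651 CPM in the same woodrats and at most 0.578 CPM in the lab rats. The log2 fold change was -2.97 for Fabp5 (FDR = 0.00434) and 11.54 for Fabp9 (FDR = 0.000984), both from edgeR's quasi-likelihood test.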

In addition to high-level expression of *Fabp5* in both rodent species (a known epidermal fatty acid binding protein), woodrats specifically expressed high levels of *Fabp9*, whose tissue specific expression in other mammals is restricted to testis, where it is the most abundant protein of the sperm perinuclear theca [28]. Physiological studies investigating the absorption and utilization rates of SCFAs by woodrat foregut tissues would disentangle these possibilities.

We observed a number of differences in the types of transporters expressed in the foregut tissues of woodrats and lab rats. 

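Slc16a10 (ENSMUSG00000019838.10) had 7.42, 12.63 and 5.21 CPM in woodrats 1, 2 and 3 and 0.124, 0 and 0.385 CPM in lab rats 1, 2 and 3. The lab rat values lie below what 3 counts can show in those libraries. The log2 fold change was 5.58 (standard error 0.74, FDR = 0.00127, edgeR quasi-likelihood test), and with the replicate block the FDR was 0.0101. A prior count of 2 reduced the log2 fold change to 4.25.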

Woodrats exhibited higher expression of a monocarboxylic acid transporter (*Slc16a10*). Proteins from the *Slc16a* family are thought to be important for the absorption of SCFAs in rumen tissue [45], and thus similar absorption may be occurring in the woodrat foregut. Additionally, woodrats exhibited higher expression of two facilitative glucose transporters (*Slc2a10, Slc2a12*), which transport glucose across the basolateral membrane into the blood stream [46]. 

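Slc2a10 (ENSMUSG00000027661.4) had 4.24 ± 0.29 CPM (SD, n = 3) in woodrats and 0.62 ± 0.49 CPM (SD, n = 3) in lab rats, a log2 fold change of 2.74 (standard error 0.55, FDR = 0.00588, edgeR quasi-likelihood test). Slc2a12 (ENSMUSG00000037490.5) had 5.81 ± 1.42 CPM in woodrats and 0.99 ± 0.36 CPM in lab rats, a log2 fold change of 2.49 (standard error 0.45, FDR = 0.00384). Both rest on few reads, with 37, 42 and 37 reads of Slc2a12 in woodrats and 10, 7 and 3 in lab rats. When 1 animal was left out, Slc2a10 kept an FDR below 0.01 in 3 of 6 fits and Slc2a12 in 2 of 6. Without lab rat 2 the log2 fold change of Slc2a10 was 3.47. With the replicate block the FDR was 0.0243 for Slc2a10 and 0.0156 for Slc2a12.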

The expression of facilitative glucose transporters increases over development of ruminants, concordant with the development of fermentation [4]. High expression of these transporters in ruminants (and woodrats) is puzzling, given that apical absorption of glucose is presumed to be low in ruminants, since simple carbohydrates would largely undergo fermentation in the rumen [2]. Therefore, the role of facilitative transporters in the foregut epithelia of ruminants and woodrats remains unclear.

The foregut region of lab rats was highly enriched in genes associated with immune responses. The rats used in our study were healthy and not immune-challenged, and thus we assume this difference represents a higher basal expression of immune-related genes in this tissue. Tolerance, or ‘unresponsiveness’ to microbes is presumed to be important for allowing gut microbes to reside within the gastrointestinal tract [47]. Therefore, woodrats may have a decreased immune response to microbes in the foregut, allowing the resident microbial community to flourish. Consistent with this notion is the higher expression of ribonuclease (*Rnase1*) in the lab rat foregut, which is considered to have antimicrobial activity in the gut [48]. The *Pla2g2a* gene encoding the Group IIA secretory phospholipase A2 (sPLA2 IIA) is a well-known biomarker for inflammatory disease and was highly expressed in the lab rat while undetectable in the woodrat tissues. sPLA2 enzymes convert phospholipids used in the formation of extracellular lamellar membranes and participate in the acidification of the stratum corneum, important for antimicrobial defense [49], and mammalian sPLA2 IIA also specifically displays potent enzymatic antibacterial activity [50]. Together, these immune-related and antimicrobial genes may be important in suppressing microbial growth in the foregut chamber of lab rats. Gene knock-out studies in lab mice could be conducted to better investigate the connections between immune-related genes and microbial abundance in the foregut chamber.

Another interesting gene expressed at higher levels in the lab rat foregut tissue compared to woodrats was beta-1,4-N-acetyl-galactosaminyl transferase 2, or *B4galnt2.* This gene plays a role in the formation of host glycans, and is known to have long-term balancing selection of expression variation in rodents [51, 52]. Host glycans are thought to be important for the regulation of microbial communities [53], and indeed, knockout mice (*B4galnt2* ^*−/−*^) harbor distinct gut microbial communities compared to wild-type mice [51]. Differential *B4galnt2* expression in lab rats was supported by DBA lectin staining, which also revealed differential localization, such that lab rats maintain GalNAc residues on the epithelial surface, while woodrats do not. Interestingly, there is variation in the localization of *B4galnt2* expression and GalNAc residue localization across wild populations of mice, which is thought to be due to balancing selection between susceptibility to gut pathogens and a bleeding disorder [51, 52]. Additionally, in ruminants expression of *B4galnt2* significantly decreases with the development of a fermenting rumen [4]. The function and consequences of reduced *B4galnt2* expression in the woodrat foregut is an interesting area of future research.

## Conclusions

Together, these results inform us about the underlying changes in gene expression that are associated with hosting a foregut microbial community. We observed a number of differences that are consistent with previous findings in ruminants (high expression of facilitative glucose transporters, lower expression of *B4galnt2*). Additionally, a number of differences were observed between ruminants and rodents. For example, the molecular basis of cornification requires further study, and it is still unclear whether the capacity of woodrat foregut tissue to absorb and oxidize SCFAs is similar to that of the rumen. It would be interesting to conduct studies similar to this in other rodents with more developed foregut chambers. For example, a number of rodent genera actually have macrovilli in their stomachs that support microbial attachment of symbiotic microbes; [54], as well as in foregut fermenting primates and macropod marsupials. Together, these studies would reveal the shared changes in gene expression associated with hosting a foregut microbial community and shed light on the evolution of these microbial symbioses.

## Additional files

Additional file 1: Supplementary Tables. **Table S1**: Excluded GENCODE vM7 mouse genes. **Table S2**: EdgeR differential expression (*N. stephensi* versus *R. norvegicus*). **Table S3**: Read counts from GENCODE vM7 map and count pipeline: *M. musculus* smooth muscle versus *N. stephensi* and *R. norvegicus* foregut. **Table S4**: EdgeR differential expression (*N. stephensi* versus *R. norvegicus*); non-smooth muscle genes, FDR < 0.002. **Table S5**: EdgeR differential expression (*N. stephensi* versus *R. norvegicus*); keratins (Krt) and EDC (Sprr and Lce) genes collapsed to family gene symbols. (XLSX 3226 kb)

Additional file 2: Supplementary Figures. **Figure S1**. Average nucleotide divergence in mapped reads by differential abundance class for detected transcripts. The density plot summarizes the average substitution rate per read in the cross_match alignments of *N. stephensi* and *R. norvegicus* reads mapped to mouse 10,242 proteincoding sequences. The substitution per gene (SDI) was calculated as the sum of the cross_match substitution, insertion and deletion frequency per aligned read. **Figure S2**. Differential abundance of 510 epidermal-specific transcripts between the two rodent species. Genes that had at least 100X higher average expression levels in rat foregut versus mouse jejunem are shown, with labels and color (blue) indicating differentially abundant (FDR < 0.002) genes. **Figure S3**. Multiple sequence alignment and phylogenetic tree of the abundant fatty acid binding proteins (Fabp5 and Fabp9) found in woodrat and laboratory rat foregut tissue. Protein sequences from Fabp5 and Fabp9 from *N. stephensi*, *R. norvegicus* and *M. musculus* were aligned with MAFFT Multiple Sequence Alignment Software Version 7 using the L-INS-I algorithm (mafft --reorder –auto input). A) Jalview alignment is shown with amino acid restudies colored according to their physicochemical properties and B) phylogenetic tree based on Neighbor Joining algorithm with a distance matix determined from BLOSUM 62 score. (PDF 1407 kb)

# Supplementary material for: Patterns of host gene expression associated with harboring a foregut microbial community
**Source:** BMC Genomics. 2017 Sep 6;18:697. doi: 10.1186/s12864-017-4101-z
**Supplement:** Supplementary file 2 — Figure S1. Average nucleotide divergence in mapped reads by differential abundance class for detected transcripts. The density plot summarizes the average substitution rate per read in the cross_match alignments of N. stephensi and R. norvegicus reads mapped to mouse 10,242 proteincoding sequences. The substitution per gene (SDI) was calculated as the sum of the cross_match substitution, insertion and deletion frequency per aligned read. Figure S2. Differential abundance of 510 epidermal-specific transcripts between the two rodent species. Genes that had at least 100X higher average expression levels in rat foregut versus mouse jejunem are shown, with labels and color (blue) indicating differentially abundant (FDR < 0.002) genes. Figure S3. Multiple sequence alignment and phylogenetic tree of the abundant fatty acid binding proteins (Fabp5 and Fabp9) found in woodrat and laboratory rat foregut tissue. Protein sequences from Fabp5 and Fabp9 from N. stephensi, R. norvegicus and M. musculus were aligned with MAFFT Multiple Sequence Alignment Software Version 7 using the L-INS-I algorithm (mafft --reorder –auto input). A) Jalview alignment is shown with amino acid restudies colored according to their physicochemical properties and B) phylogenetic tree based on Neighbor Joining algorithm with a distance matix determined from BLOSUM 62 score.

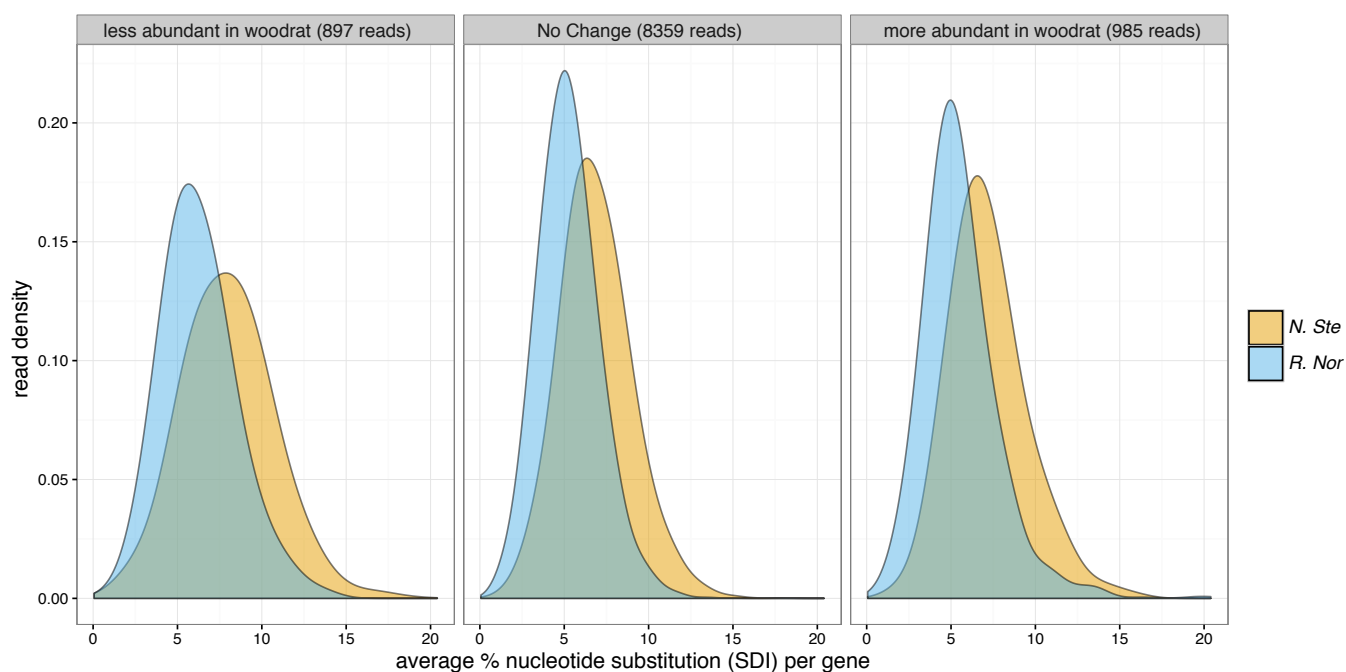

**Figure S1.** Average nucleotide divergence in mapped reads by differential abundance class for detected transcripts. The density plot summarizes the average substitution rate per read in the cross\_match alignments of *N. stephensi* and *R. norvegicus* reads mapped to mouse 10,242 proteincoding sequences. The substitution per gene (SDI) was calculated as the sum of the cross\_match substitution, insertion and deletion frequency per aligned read.

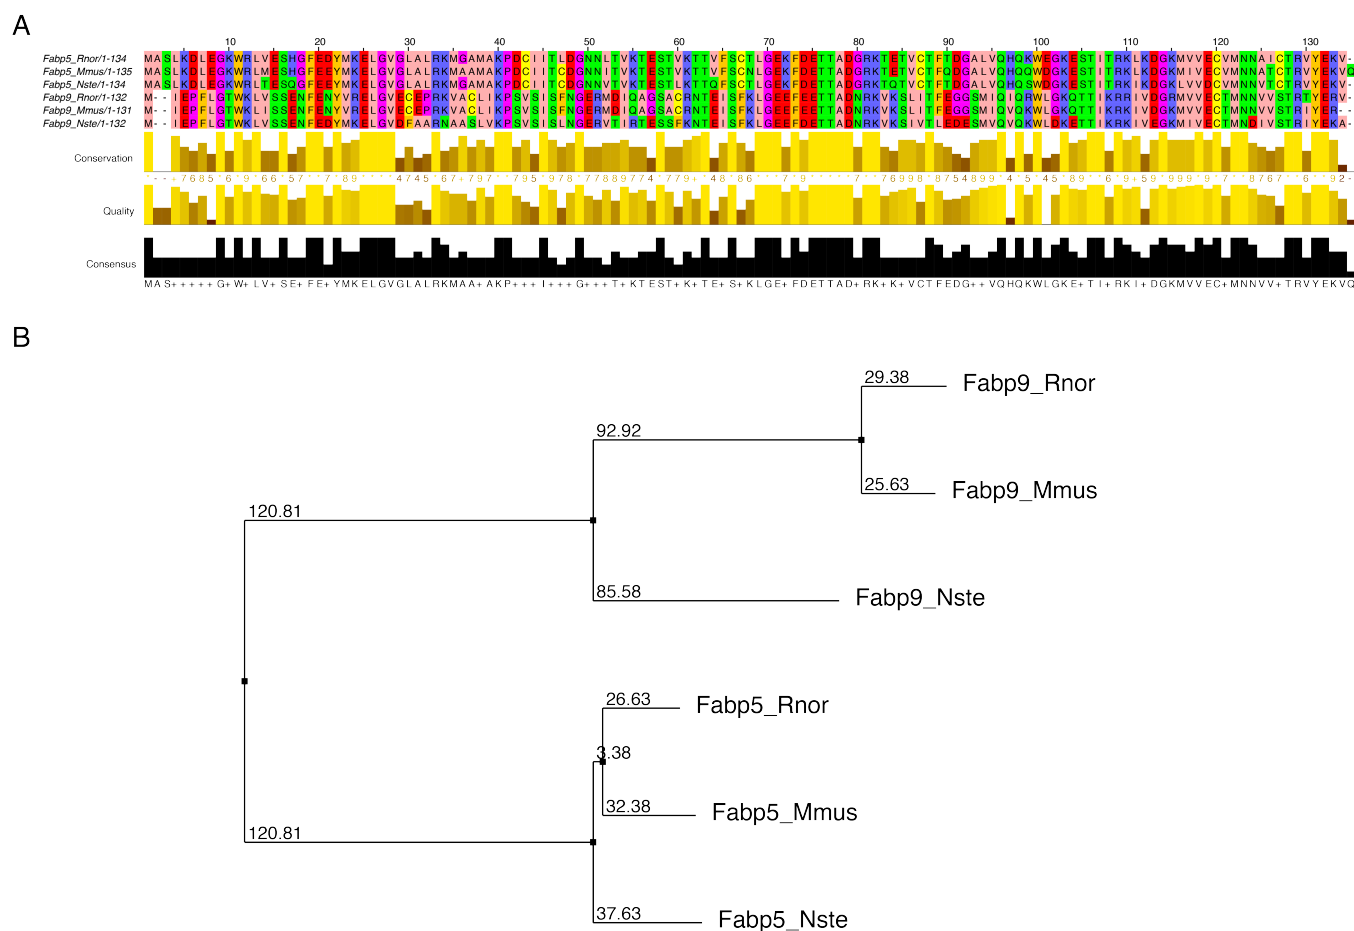

**Figure S3.** Multiple sequence alignment and phylogenetic tree of the abundant fatty acid binding proteins (Fabp5 and Fabp9) found in woodrat and laboratory rat foregut tissue. Protein sequences from Fabp5 and Fabp9 from *N. stephensi*, *R. norvegicus* and *M. musculus* were aligned with MAFFT Multiple Sequence Alignment Software Version 7 using the L-INS-I algorithm (mafft --reorder --auto input). A) Jalview alignment is shown with amino acid residues colored according to their physicochemical properties and B) phylogenetic tree based on Neighbor Joining algorithm with a distance matrix determined from BLOSUM 62 score.

How the deposited data were processed for this re-analysis (not part of the article)

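Foregut tissue of 3 female woodrats (Neotoma stephensi) and 3 female Sprague Dawley lab rats (Rattus norvegicus) was analysed by RNA-Seq, with 1 library per animal and no pooling. The species and replicate number of each library were taken from the sample labels, and the column headings of Table S3 give the same species for each animal. The authors prepared stranded mRNA libraries, trimmed the read pairs with Trimmomatic, merged overlapping pairs with FLASH, aligned the merged reads and the remaining forward reads with cross_match to mouse protein-coding transcripts (GENCODE release M7), collapsed the alignments to genes, excluded a list of mouse genes with many multiple alignments, and deposited the counts of uniquely assigned reads per gene. The deposited values are raw counts, without normalization. The paper names no version for its alignment or testing tools.

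Each animal had between 5439642 and 7932637 counted reads over 15481 genes. The files hold no gene without woodrat reads and 809 genes without lab rat reads. Of the 46 genes of Table S3 without woodrat reads, 95.65% were not in the files, against 2.925% of the 1949 genes of that table with woodrat reads. Genes found only in lab rats are therefore left out of the results. The files also lack 11 named genes, among them Pla2g2a, B4galnt2, Rnase1, Acta2 and Actg2. A lack of woodrat reads does not account for every missing gene. Table 2 lists the missing Akr1b7 as higher in woodrats. Of the 84 genes in the available part of Table S2 that were not in the files, 66 were toward lab rats and 18 toward woodrats. The lowest abundance that 3 counts can show was between 0.355 and 0.586 CPM per library.

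The counts were joined by mouse gene identifier with pandas 2.3.3 in Python 3.11.15. In R 4.3.3, genes with at least 1 CPM in at least 3 animals were kept (12603 genes), and TMM factors, dispersions and the quasi-likelihood F-test were computed with edgeR 4.0.16. The quasi-likelihood method was the one used before version 4 of edgeR, with species as the only term, a prior count of 0.125 and Benjamini-Hochberg adjustment. Genes at an FDR below 0.01 were called differentially abundant, as in the paper, and the epidermal genes of Table S4 at an FDR of 0.002. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values are TMM-normalized and are given as mean and SD over 3 animals. Counts of keratin, cornifin and late cornified envelope genes were also summed to 7 families. Sets of genes were compared with camera from limma 3.58.1 at an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, and by an exact permutation test of the mean log2 CPM per animal, whose smallest p with 3 animals against 3 is 0.1. The ketogenesis, fatty acid oxidation and leukocyte lists were written by hand before the counts were seen, because no Gene Ontology annotation was available. Multi-dimensional scaling used the 1500 most variable genes. For values without a test, the spread was taken as the SD over the fits that each left out 1 animal (scaling and coefficient of variation) or over the 9 pairs of 1 woodrat and 1 lab rat (Spearman correlation). The positions of genes in the genome are not given, since no reference was used here.

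Most genes named in the text follow a rule set before the counts were seen. The rule takes every gene the paper names in its Results, Discussion, Table 1, Table 2 or Fig. 3b, the Slc14 genes, the 7 families, and the 10 genes with the largest log2 fold change in each direction at an FDR below 0.01 whose CPM separated all animals of one species from all of the other. Outside this rule, Slc7a13 and Slc2a9 are named for large solute carrier changes. Acss1, Acaa2 and Acadsb come from the gene lists, and Stfa1 and Stfa2l1 from the stefin A genes.

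The scripts were tested on simulated counts drawn from the gene means, library sizes and common dispersion of these animals, with 200 genes changed by known amounts. The quasi-likelihood fit recovered 182 of them (91%) at an FDR below 0.01, all in the right direction, with 2 false calls.

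The alternatives were a filter at 5 CPM, the literal filter of the paper, no filter, genes with reads in both species only, DESeq2's size factors in edgeR, total counts only, the quasi-likelihood method of edgeR 4, robust estimation, the replicate number as a block, a prior count of 2, a test against a log2 fold change of 1 (glmTreat), DESeq2 1.42.0, other thresholds, other set tests and scaling distances, and each animal left out in turn. A filter at 2 CPM was added after seeing the data. In the fits that left out 1 animal, the genes tested in the main fit were kept. This was decided after a first run, in which applying the filter again removed Smtnl1 whenever a woodrat was left out. The comparison with mouse jejunum smooth muscle, the within-species mapping, the g:Cocoa enrichments and the histology were left out, because their data are not in the files analysed here.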

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

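A group of 10 genes had log2 fold changes among the largest in either direction but appears in neither the text nor Tables 1 and 2 of the paper, although Table S2 lists them. They were flagged because reads were present in one species far above what the depth can show, in genes outside those the paper discusses. Toward woodrats, the log2 fold change was 11.739 for Gm5849 (standard error 0.856, FDR = 0.000491, edgeR quasi-likelihood test), with 437, 242 and 617 reads in woodrats and 0 in each lab rat. It was 8.9652 for Dnaic1, with 484, 397 and 304 reads in woodrats against 0, 1 and 1, and 8.7097 for Ccdc114, with 47, 66 and 44 reads against 0. Toward lab rats, it was -11.007 for Stfa3, -9.5859 for Sult1b1, -9.394 for Ocm, -9.3652 for Ighm, -9.0717 for Stag3, -8.6817 for Ttc36 and -8.4809 for Nefh. Stfa3 had 26406, 13522 and 27771 reads in lab rats and 12, 4 and 20 in woodrats. All 10 genes kept their direction and an FDR below 0.01 in each of the 6 fits that left out 1 animal and in the fit with the replicate block.

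Library size was weighed first. The total counts of the 2 species overlapped over a range of 1589898 reads, so no species was sequenced more deeply throughout. The largest 10 genes took between 14.373% and 22.799% of counts in woodrats and between 15.359% and 15.964% in lab rats. Gene length and GC content were not tested, and the paper names 1 sequencing lane for all libraries but no library batches. Reads shared between paralogs were tested by summing the counts of all genes with the same symbol root. For 7 of the 10 flagged genes the sum kept a log2 ratio of the same sign and a size of at least 1, and for Ccdc114, Stag3 and Ttc36 it did not, with -0.116, -0.216 and -0.113. No other gene in the files shared the root of Ocm, Ighm or Nefh, and Gm5849 has a clone-based symbol without a family root, so the sum tells nothing about these genes. The roots of Ccdc114 and Ttc36 name protein domains carried by 120 and 36 genes in the files, so this sum is a poor guide to shared reads for them. An earlier version of the root search, which cut the symbols too far, was corrected after its first result had been seen, and the number of genes that kept the change was 7 both times. The prediction on library size was made only after the totals had been seen. For Dnaic1 the sum was 7.763, against 7.987 for the gene alone, so an exchange of reads with the other gene of its root does not account for its change. For Stfa3 and Sult1b1 the sums of -2.728 and -2.018 were far smaller than the change of the gene alone, so part of their change cannot be told apart from such an exchange. For Sult1b1, counted among the 7, the other genes of the root held 91.63% of the summed counts. Its sum is therefore also a poor guide to shared reads. For Ccdc114, Stag3 and Ttc36 the other genes of the root held 99.77%, 80.21% and 98.18% of the summed counts. The sum therefore cannot decide for these genes, and an exchange of reads between paralogs remains open. An absence of reads may also come from an ortholog too different from the mouse transcript to align, for which no test was possible without the sequences.

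Dnaic1 encodes an axonemal dynein chain and Ccdc114 a component of the dynein docking complex, so ciliated cells in the woodrat tissue were a candidate explanation. A list of 30 motile cilium genes was written before this test. Only 8 of them were tested, and their mean log2 CPM was lower in woodrats, by a difference of -1.2774, with 2 genes higher and 6 lower. Their log2 fold changes ran from -6.6542 to 6.9065, with 1 gene past an FDR of 0.01 toward woodrats and 4 toward lab rats. Most of the tested cilium genes therefore did not accompany Dnaic1 and Ccdc114. The 8 genes took at most 0.001777% of counts in woodrats, so the test is weak and does not exclude ciliated cells as the source.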

How the results depend on the processing

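The alternatives were fixed before the counts were seen, with exceptions. The genes kept in the fits that left out 1 animal were decided after a first run. The filter at 2 CPM was chosen after seeing the data because it leaves close to the number of genes the paper detected. This filter gave 2354 differentially abundant genes from 11789. Of 53 named genes and families with a fold change, 39 were past the FDR threshold of 0.01. Of these, 25 kept their direction and side of the threshold under every alternative that gave them a fold change, as did 30 of the 53 in all. Smtnl1, Mpp1, Calcoco2, Ube2d4, Mansc4, Krt12, Rbp7, Mybpc1, Ivl and Sprr1 were among the 25. Only 21 of the 53 had a value under the literal filter, 46 at 5 CPM and 47 with only genes read in both species. Smtnl1 had none under the literal filter. Single genes were not compared for glmTreat, the filter at 2 CPM or other FDR thresholds. The leukocyte set was also past its threshold of 0.05 under every alternative run for it. Other splits of the animals passed it too, but part of the species difference remains in them. DESeq2's size factors and the newer quasi-likelihood method of edgeR moved none of the counts by more than 1.5 times.

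The numbers of genes moved more. The 2516 differentially abundant genes (1292 toward woodrats, 1224 toward lab rats, 2523 at family level) became 1106 (599, 507 and 1125) under the literal filter of the paper, which removes genes absent from one species. They became 833 (404, 429 and 833) when tested against a log2 fold change of 1, 3916 (1986, 1930 and 3896) with DESeq2 and 5026 (2643, 2383 and 5027) at an FDR of 0.05. With total counts only, 810 were toward woodrats. Leaving out each animal in turn gave 898 to 2626 genes, 393 to 1357 toward woodrats, 459 to 1269 toward lab rats and 910 to 2633 at family level. A group of 2 animals leaves fewer degrees of freedom, which may lower the counts. It does not by itself account for them, since fits of the same size gave 2626 genes without woodrat 3 and 898 without woodrat 2.

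Fitted with the replicate block there were 716 genes (373 toward woodrats, 343 toward lab rats, 740 at family level). Animals with the same number did not deviate together, with a mean correlation of -0.2189 over 3 pairs against 0.1068 over 6 pairs with different numbers, so the block spends degrees of freedom without removing variation. The block also gave 13 solute carrier genes, 1 smooth muscle gene, 0 genes of Table S4, 5 genes shared with Table 1, and a coefficient of variation of 38.89% in place of 33.98%. The latter was 30.16% to 37.22% with each animal left out.

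The 42 solute carrier genes became 22 at 5 CPM, 12 under the literal filter, 20 with glmTreat, 64 with DESeq2, 84 at an FDR of 0.05, and 19 to 47 with 1 animal left out. Many of them have few reads, which is why the filters act on them. The 2 smooth muscle genes past the threshold became 1 under the literal filter and with glmTreat, 4 with total counts only, 5 without a filter or with robust estimation, 8 with DESeq2 or at an FDR of 0.05, and 1 to 5 with 1 animal left out. Several of these genes lie close to the threshold. The 75 genes of Table S4 became 4 under the literal filter, 46 with total counts only and with glmTreat, and 10 to 71 with 1 animal left out.

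The lists of largest changes follow the filter. The 10 genes shared with Table 2 became 0 under the literal filter and 6 with only genes read in both species, and the 8 shared with Table 1 became 3 at 5 CPM and 1 under the literal filter. The camera p of the smooth muscle set rose from 6.636e-05 to 0.2402, and that of the fatty acid oxidation set from 0.001813 to 0.1283, when the inter-gene correlation was estimated from the data. The genes of these sets vary together between animals, and the estimate takes this into account. The ketogenesis set changed sign at 5 CPM (camera p 0.973), under the literal filter (0.9535) and without woodrat 2 (0.9973, in a range of 0.5604 to 0.9973 with 1 animal left out). Its difference in mean log2 CPM lay between -0.101 and 0.272 throughout.

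The first scaling dimension held 72.22% with 500 genes, 73.93% with leading log2 fold changes, 58.91% at 5 CPM and 66.41% without a filter, against 62.98%. The Spearman correlation of 0.8023 became 0.726 at 5 CPM, 0.7409 under the literal filter, 0.8721 without a filter and 0.7585 as the median of the 9 pairs. Without a filter the genes of low abundance are kept, which the filter at 5 CPM removes.

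Of 856 refitted fold changes of named genes, 779 kept direction and side of the threshold, 54 fell below it, 18 rose past it and 5 reversed. Csta1 reversed with the replicate block (0.016539) and without lab rat 3 (range -0.21695 to 0.28293), Sprr4 without woodrat 3 (range -1.7068 to 0.020273), and Lce1 without lab rat 2 and without lab rat 3 (range -0.17052 to 1.2426). None of the 3 differed between the species in the main fit, with an FDR from 0.603 to 0.930 (edgeR). Depth limits the urea transporters and the solute carriers with few reads, for which a change in the lower species cannot be measured beyond 3 counts.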

Differences from the paper's values

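Of 47 values of the paper that could be compared, 7 were counted as differing, which for a log2 fold change or a correlation means by more than the error and for other values also by more than 1.5 times. The first scaling dimension held 62.98% here and 77% in the paper, a gap larger than the SD of 3.09 between fits but under 1.5 times, and the alternative with the nearest value was the leading log2 fold change, at 73.93%. For the epidermal transcripts of Table S4 at an FDR of 0.002, the paper gives 124 and the deposited counts gave 75. Of the 124 genes, only 97 were in the files and 91 could be tested, so no alternative could have closed this gap. Among those set before the counts were seen, the nearest was 81 with DESeq2. Slc41a2 had a log2 fold change of 6.2214, against 7.68742 in the paper. It came within the error only without lab rat 2, at 7.2102, and under no other alternative. For Krt24 the value was 7.0679 and the paper's 11.9118, and for Krt19 it was 4.5882 and the paper's 9.96102. Csta1 had a log2 fold change of -0.040192, against the paper's 4.4003, and that of Stfa3 was -11.007, against the paper's -7.32751. For Slc12a2 the value was 2.7989, while the paper's Table 1 gives 3.67. The value in Table S2 did not differ. None of the alternatives set before the counts were seen closed the gap for Krt24, Krt19, Csta1, Stfa3 or Slc12a2. All alternatives start from the counts in the files, and Table S3 gives other counts for Slc41a2, Krt24, Krt19, Csta1 and Stfa3.

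The paper states that Csta1 was more highly expressed in woodrats, whereas its FDR was 0.930 here. Gm5849 (11.739) ranked second toward woodrats and Stfa3 (-11.007) second toward lab rats, and Table 2 lists neither of them. Slc7a13 (6.7861) ranked first among the solute carriers toward woodrats and is not in Table 1.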

Other observations

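The predictions for most of the tests given here were made before their results were seen. Those on the file rows, the dilution by muscle transcripts, the ratio of Fabp9 to Fabp5, the counts of Table S3, the stefin A genes, the library sizes and the splits of the animals for the sets of genes were made only afterwards.

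The 6 animals can be split into groups of 3 in 10 ways, so the share of splits with a result as large as the species split is never under 0.1. Only 1 of the 10 splits, the species split itself, gave as many as 2516 differentially abundant genes, and every other split gave 0. The same held (1 of 10 splits) for the genes toward woodrats and toward lab rats, the family-level genes, the solute carrier genes, the smooth muscle genes past the threshold, the Table S4 genes and the genes shared with Tables 1 and 2. Apart from the family-level genes, these counts had to be 0 where a split gave no differentially abundant gene, so they add no evidence of their own. Every other split puts animals of both species in each group, so the species difference adds to the spread within groups. All these counts of 0 were therefore close to fixed in advance and are no estimate of false calls. For the sets, 4 of the 10 splits gave a camera p as small as that of the smooth muscle set, 8 as small as that of the ketogenesis set, 2 as small as that of the fatty acid oxidation set and 1 as small as that of the leukocyte set. The other splits gave the leukocyte set a camera p from 1.421e-06 to 0.02164, so each of them also passed the threshold of 0.05. Each of these splits mixes the species unequally in its groups, so part of the species difference remains in it. Their camera p therefore does not show how often the set would pass without a species difference. The smooth muscle genes also vary together between animals of one species, which helps other splits to separate them.

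No gene in the files lacked woodrat reads, while 809 lacked lab rat reads. It was tested whether genes without woodrat reads had been left out of the file rows. Of the 46 genes of Table S3 without woodrat reads, 95.65% were not in the files, against 2.925% of the 1949 with woodrat reads. This is consistent with such genes having been left out of the rows, and no biological explanation was tested. A comparison of how many genes had reads in only one species had been planned, to look for woodrat reads lost to sequence divergence from mouse. It could not be made, since the file rows fix its result.

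Smooth muscle genes took 14.3%, 7.873% and 5.615% of counts in woodrats 1, 2 and 3, and keratins 2.315%, 4.797% and 8.952%, so muscle and epithelial transcripts moved in opposite directions between woodrats. In lab rats 1, 2 and 3 the keratins took 10.077%, 9.174% and 8.451%. A different share of muscle in the sampled wall may therefore contribute to the fold changes of other genes. Across 12592 genes outside the smooth muscle list, which are not independent replicates, the log2 fold change and the within-species slope on muscle transcripts had a Spearman correlation of 0.1246. Within woodrats alone it was 0.217 and within lab rats alone -0.197. This lies between the values set for a clear answer, and the sign differed between the species. The test therefore does not settle how much a difference in sampled muscle contributes to the fold changes. Without Smtnl1 the smooth muscle genes differed by 1.84, while the 2516 differentially abundant genes had a median size of 2.372. The median is taken over absolute changes of genes chosen for passing the threshold, some of them without reads in lab rats. These sizes are therefore not comparable and do not decide whether sampled muscle is the source of those 2516 changes. A lower abundance of leukocyte genes in woodrats was weighed against dilution by the added muscle transcripts. The counts of the 11 muscle genes alone would change log2 abundance by -0.104, against -2.6502 measured for the set. This value is small by construction, since it leaves out Acta2, Actg2 and every other muscle transcript, so it does not exclude a larger share of muscle tissue in the samples. Differences in alignment of the more divergent woodrat reads were not tested. Dilution would lower alike only the transcripts that muscle lacks. The keratin family had a log2 fold change of -0.807 (FDR = 0.362, edgeR quasi-likelihood test). The other sets besides the smooth muscle set differed by values from -2.0221 (male germ cell, 5 genes) to 0.1478 (ketogenesis, 7 genes). It was not tested which of these genes muscle expresses, and TMM normalization removes part of a shift common to most genes. These values therefore do not decide how much of the leukocyte difference comes from dilution. Differences in alignment remain open as an explanation.

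For Fabp9, reads of Fabp5 assigned to it were weighed. The ratio of Fabp9 to Fabp5 counts was 0.996, 0.0381 and 0.989 in woodrats 1, 2 and 3, and the largest ratio was 26.1 times the smallest, whereas misassigned reads would give a similar ratio in each animal. Testis RNA in the woodrat libraries was tested with a list of male germ cell genes, of which 5 were tested. Their mean log2 CPM differed by -2.0221, lower in woodrats. Neither explanation is favored by its test. All animals were female. These tests alone leave expression of Fabp9 in the woodrat foregut as a hypothesis, with at least 95.1 CPM in each woodrat and at most 0.578 CPM in the lab rats. The paper has further evidence, a phylogenetic tree of the woodrat Fabp5 and Fabp9 sequences, which it takes as settling the identity of both transcripts. That tree was not examined here. The variation of Fabp9 between woodrats cannot be told apart from differences in the sampled tissue, which were not tested for this gene. The paper names no library batches, so these could not be tested.

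In the available part of Table S3, the counts were identical to those of the files in all 6 animals for 1111 of the 1894 shared genes. In 332 genes the totals differed by more than 10%. It was tested whether the table includes reads aligned to several genes that the files leave out. The table had the larger total for 78.01% of these genes, too few to settle it. For Csta1 the table gives 9799, 13480 and 21804 reads in woodrats and 1054, 331 and 606 in lab rats, against 2677, 3527 and 4210 and 3586, 2315 and 3769 in the files. For Krt19 the woodrats have 4987, 17494 and 26568 reads in the table and 49, 210 and 189 in the files, and for Stfa3 226, 44 and 544 in the table and 12, 4 and 20 in the files. Krt24 has 0 reads in each lab rat in the table and 4, 4 and 2 in the files.

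Csta1 and Stfa3 belong to the stefin A genes, between which reads may be divided. The log2 ratio of mean CPM was 0.53 for Stfa2l1, -0.04 for Csta1, -1.53 for Stfa1 and -10.91 for Stfa3, and -2.07 for their summed counts. The prediction asked for a sum between the values of Csta1 and Stfa3, but a sum always lies between the values of its members, so this outcome was nearly fixed in advance and is no evidence that reads were divided. The summed counts were lower in woodrats, which a division of reads within the family would not produce. This lower sum did not hold for each gene and rests mainly on Stfa3. In lab rats 1, 2 and 3, Stfa3 held 26406, 13522 and 27771 of the 35637, 18874 and 36291 summed reads. Whether part of the Stfa3 change comes from such a division cannot be told from these counts.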
